# Discrete populations of isotype-switched memory B lymphocytes are maintained in murine spleen and bone marrow

**DOI:** 10.1038/s41467-020-16464-6

**Published:** 2020-05-22

**Authors:** René Riedel, Richard Addo, Marta Ferreira-Gomes, Gitta Anne Heinz, Frederik Heinrich, Jannis Kummer, Victor Greiff, Daniel Schulz, Cora Klaeden, Rebecca Cornelis, Ulrike Menzel, Stefan Kröger, Ulrik Stervbo, Ralf Köhler, Claudia Haftmann, Silvia Kühnel, Katrin Lehmann, Patrick Maschmeyer, Mairi McGrath, Sandra Naundorf, Stefanie Hahne, Özen Sercan-Alp, Francesco Siracusa, Jonathan Stefanowski, Melanie Weber, Kerstin Westendorf, Jakob Zimmermann, Anja E. Hauser, Sai T. Reddy, Pawel Durek, Hyun-Dong Chang, Mir-Farzin Mashreghi, Andreas Radbruch

**Keywords:** RNA sequencing, Antibodies, Immunological memory, B cells

## Abstract

At present, it is not clear how memory B lymphocytes are maintained over time, and whether only as circulating cells or also residing in particular tissues. Here we describe distinct populations of isotype-switched memory B lymphocytes (Bsm) of murine spleen and bone marrow, identified according to individual transcriptional signature and B cell receptor repertoire. A population of marginal zone-like cells is located exclusively in the spleen, while a population of quiescent Bsm is found only in the bone marrow. Three further resident populations, present in spleen and bone marrow, represent transitional and follicular B cells and B1 cells, respectively. A population representing 10-20% of spleen and bone marrow memory B cells is the only one qualifying as circulating. In the bone marrow, all cells individually dock onto VCAM1^+^ stromal cells and, reminiscent of resident memory T and plasma cells, are void of activation, proliferation and mobility.

## Abstract (web summary)

Memory B cells are important for protecting the host from pathogen rechallenge, but their properties and locations remain ill-defined. Here the authors show, using single-cell transcriptomics and repertoire analyses, that mouse spleen and bone marrow host distinct populations of isotype-switched memory B cells to potentially optimize for rapid recall responses.

## Introduction

Memory B lymphocytes, together with memory T lymphocytes, embody one of the key features of the vertebrate immune system, the ability to memorize antigenic challenges once encountered. A comprehensive understanding of how memory B lymphocytes are maintained over time is key to understand the organization of immunological memory as such. Here we address the heterogeneity and localization of murine memory B lymphocytes. At present, it is an open question whether, and if so which populations of memory B cells are maintained as circulating cells and/or as resident cells of particular tissues, as has been described for tissue-resident memory T cells^1^ and resident memory plasma cells^2,3^.

Memory B cells expressing antibodies of switched isotype (Bsm) have been identified in different tissues and in the blood, and have been postulated to be part of one uniform, circulating population^4^. In humans, the spleen has been identified as a major hub for circulating *Vaccinia*-specific memory B cells^5^ and splenectomy leads to gradual reduction in numbers of Bsm in the blood to about 50%^6^, suggesting that tissues other than the spleen can also serve as hubs for circulating memory B cells.

Here we dissect the heterogeneity of Bsm of spleen and bone marrow (BM) of individual mice on the level of individual cells, and identify one circulating and several tissue-resident populations, the latter comprising the vast majority of Bsm in those organs. Overall, we find that most Bsm are located in the bone marrow and spleen of inbred and feral mice. Bsm of the BM and spleen of individual mice have significantly different repertoires, demonstrating that they constitute separate compartments. In the BM, Bsm rest in terms of proliferation and individually dock onto VCAM1^+^/fibronectin^+^ stromal cells, as described for memory T and memory plasma cells. Based on their transcriptomes, Bsm of BM can be separated into five different clusters, four of which are also found in the spleen. One cluster is exclusive to BM and represents IgG1^+^ Bsm expressing little *Cr2* and *Fcer2a*, encoding CD21/35 and CD23, respectively. These Bsm are quiescent in terms of proliferation, transcription and activation, and their B cell receptors show an accumulation of somatic hyper-mutations. Very few if any of these Bsm are found in the spleen. Instead, in spleen an exclusive cluster of Bsm expressing IgG1 or IgG2, *Cr2* and *Fcer2a* is present, with transcriptomes resembling those of marginal zone B cells. Of the four Bsm clusters found in both spleen and BM, two have organ-exclusive repertoires and two have significantly overlapping repertoires. Mutational trajectories link one of those clusters to the clusters exclusive to BM and spleen, respectively. Thus, switched B cell memory is maintained in shared and exclusive compartments in a secondary lymphoid organ, i.e., the spleen, and in the BM, which harbors an exclusive population of quiescent, affinity-matured Bsm.

## Results

### Bsm are abundant in spleen and bone marrow

Enumeration of CD19^+^CD38^+^CD138^−^GL7^−^ memory B cells expressing IgA, IgG1, or IgG2b, i.e., switched memory B cells, in spleen, lymph nodes, BM, Peyer’s patches, and blood of individual mice, revealed that despite a large variability in total cell numbers, most Bsm were located in spleen, BM, and lymph nodes (Table 1, Supplementary Fig. 1a–d). In immunized C57BL/6 mice, kept under specific pathogen-free conditions, and in mice obtained from local pet shops, the spleen contained two to three times more Bsm than the BM. In these immunized C57BL/6 mice and pet shop mice, 18–41% of switched Bsm were located in the BM, 9–14% in peripheral lymph nodes and 32–60% in the spleen (Supplementary Fig. 1c, d). Remarkably, the spleens of feral mice (wild mice) were considerably smaller than those of C57BL/6 mice and pet shop mice (Supplementary Fig. 1e) as has been previously reported for feral *M. musculus* d*omesticus*^7^. These mice had about equal numbers of Bsm in BM and spleen. While these numbers reflect steady-state conditions in pet shop mice and feral mice, following s.c. injection of NP-KLH with LPS as an adjuvant, in C57BL/6 mice the vast majority of NP-specific Bsm were located in the BM more than 420 days after immunization (Fig. 1a), demonstrating that in this particular immune reaction, Bsm can be preferentially maintained in the BM.

**Table 1:** Tissue distribution of isotype-switched memory B cells.

Hygiene status	Isotype	Spleen	Bone marrow	Peripheral LN	Mesenteric LN	Peyer’s patches	Blood
C57BL/6 SPF	IgA	1976 ± 455	35,634 ± 8754	4304 ± 1398	9090 ± 3290	691 ± 560	53,033 ± 11,414
	IgG1	392 ± 166	24,390 ± 9098	9995 ± 2127	10,774 ± 3760	3737 ± 1363	63,317 ± 21,266
	IgG2b	2113 ± 580	106,280 ± 21,839	18,960 ± 9382	44,472 ± 9207	9287 ± 6027	283,616 ± 43,693
pet shop	IgA	2130 ± 590	77,630 ± 39,883	8907 ± 1996	26,300 ± 17,838	13,013 ± 6946	61,850 ± 18,233
	IgG1	2394 ± 806	148,577 ± 81,700	36,323 ± 10,256	58,646 ± 17,547	17,609 ± 6470	222,179 ± 59,635
	IgG2b	9827 ± 2565	425,361 ± 223,940	147,720 ± 25,912	221,403 ± 42,907	136,631 ± 44,282	1,385,442 ± 390,533
feral	IgA	2169 ± 952	12,904 ± 3853	340 ± 202	3602 ± 733	3758 ± 1624	12,873 ± 5428
	IgG1	2877 ± 713	38,719 ± 12,991	797 ± 348	53,537 ± 19,914	2305 ± 784	55,717 ± 19,544
	IgG2b	7373 ± 1882	73,974 ± 27,089	1321 ± 467	75,657 ± 28,597	4503 ± 1070	104,652 ± 37,075

Mean values (±SEM) of IgG1^+^, IgG2b^+^ and IgA^+^ CD19^+^CD138^−^CD38^+^CD11c^−^GL7^−^IgM^−^IgD^−^ small lymphocytes; total cell numbers as calculated per organ. *N* = 42 (from eight experiments with five different immunizations protocols performed in C57BL/6 mice aged 4–20 months and held under SPF conditions), 13 (feral) and 13 (pet shop).

**Fig. 1:**
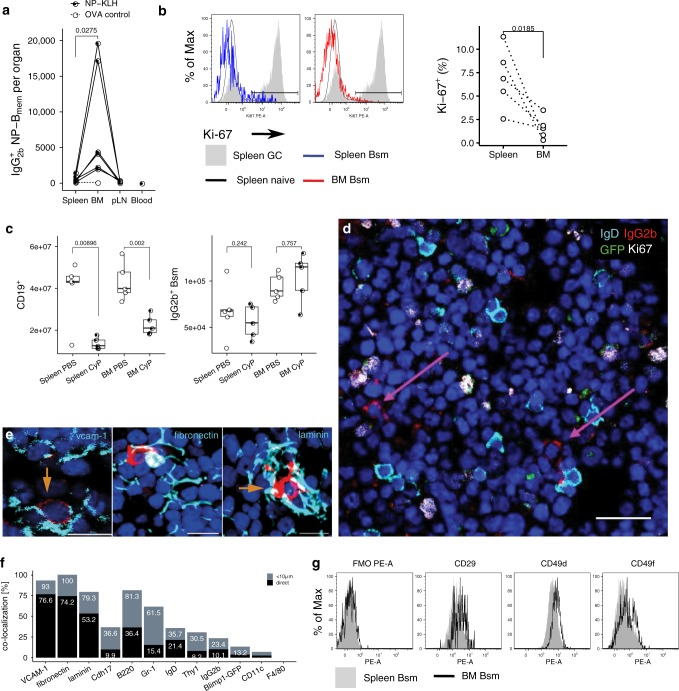
The bone marrow contains a major population of isotype-switched non-proliferating memory B cells. **a** Quantification of NP-specific IgG2a/b^+^ spleen, peripheral lymph nodes, blood and bone marrow (BM) memory B cells. Female C57BL/6 mice immunized with NP-KLH/LPS SC. Numbers of NP-binding IgG2b^+^ cells in Spleen, BM, blood, and peripheral lymph nodes (pLN) determined by flow-cytometry on d421 or d426 post immunization; pooled from two independent experiments. OVA ctrl: staining controls from mice immunized with the irrelevant antigen ovalbumin (OVA). Gated for IgG2b^+^CD19^+^CD38^+^CD138^−^GL7^−^CD11c^−^IgM^−^IgD^−^PI^−^ small lymphocytes (cf. Supplementary Fig. 5). Lines connect samples from one individual, paired one-sided *t*-test for spleen and BM samples. **b** Flow-cytometric quantification of Ki-67 expression in IgG2b^+^ Bsm (IgG2b^+^CD19^+^CD38^+^CD138^−^GL7^−^CD11c^−^IgM^−^IgD^−^PI^−^ small lymphocytes) splenic naïve (IgM^+^IgD^+^IgG2b^−^CD19^+^CD38^+^CD138^−^GL7^−^CD11c^−^ PI^−^ small lymphocytes) and germinal center (GC) (CD19^+^CD38^lo^GL7^+^CD11c^−^PI^−^ lymphocytes) B cells. Frequencies of Ki-67^+^ cells within the subset, data in right graph from two independent experiments using pooled cells from 4 to 20 C57BL/6 mice, paired one-sided *t*-test. **c** Flow-cytometric quantification of CD19^+^ B cells and IgG2b^+^ memory B cells in female C57BL/6J mice treated with Cyclophosphamide (CyP) or untreated controls (PBS) after immunization with 3× NP-CGG/IFA. Analysis performed after 7 days of CyP. IgG2b^+^ B cells quantified as IgG2b^+^CD19^+^CD38^+^CD138^−^GL7^−^CD11c^−^IgM^−^IgD^−^PI^−^ small lymphocytes, CD19^+^ B cells as CD19^+^CD138^−^PI^−^ lymphocytes (Welch’s test, one-sided). Representative data for one of two independent experiments (*n* = 5 per group). Boxplot indicates median, first and third quartiles, whiskers: 1.5 IQR. **d** IgG2b^+^ B memory cells (Ki-67^−^ IgD^−^ Blimp1^−^GFP^−^) are dispersed as single cells throughout the BM. Arrows indicate IgG2b^+^DAPI^+^ cells. Scale bar: 20 µm. Micrograph representative of five slides from two female C57BL/6 mice. **e** Co-localization of IgG2b^+^GFP^−^IgD^−^IgG2b^+^ cells (arrows) with mesenchymal stromal cells. Arrows indicate IgG2b^+^DAPI^+^ cells. Representative micrograph. Scale bars: 10 µm. **f** Co-localization of IgG2b^+^ cells to mesenchymal stromal cells. Graph shows frequency of IgG2b^+^ cells in direct contact (black) or within 10 μm (gray) of a cell stained for the respective molecule. **g** Flow cytometric quantification of surface expression of the VLA-4 and VLA-6 components CD29, CD49d, CD49f in spleen and BM IgG2b^+^ Bsm. Gated for IgG2b^+^CD19^+^CD38^+^CD138^−^GL7^−^CD11c^−^IgM^−^IgD^−^PI^−^ small lymphocytes, histogram plots representative of three biological replicates from C57BL/6 females. Source data for Fig. 1a–c, f are provided as a Source Data file.

### Bsm of the bone marrow are resting in *G*_0_ of cell cycle

Most Bsm of BM and spleen are resting in terms of proliferation, according to staining with Ki-67 (Fig. 1b). Ki-67 was expressed by no more than 9.3% (median: 8.0%) of Bsm in spleen, and 4% (median: 2.6%) of Bsm of BM, i.e., more than 90% of cells in the spleen and more than 95% in the BM were in the *G*_0_ phase of cell cycle. Accordingly, Bsm of both spleen and BM were refractory to treatment with cyclophosphamide (Fig. 1c), a drug which eliminates proliferating cells. In contrast, the numbers of total CD19^+^ B cells of the spleen and BM were significantly reduced after one week of cyclophospamide treatment.

### Bone marrow Bsm co-localize with VCAM-1^+^ stromal cells

In histological sections of the BM of Blimp1-green fluorescent protein (GFP) C57BL/6mice, we identified IgG2b^+^ Bsm as IgG2b^+^IgD^−^Ki-67^−^ nucleated cells. IgG2b^+^ plasma cells were excluded from analysis according to expression of GFP under control of the *Prdm1* (Blimp1) promoter (Fig. 1d, Supplementary Fig. 1f). IgG2b^+^ Bsm were dispersed as single cells throughout the BM (Fig. 1d). In histological sections 75% of IgG2b^+^ Bsm were observed in direct contact with cells expressing VCAM-1 and fibronectin (Fig. 1e, f), and a further 15–20% of Bsm within 10 µm vicinity of such stromal cells (Fig. 1f). 53% of the Bsm were directly contacting laminin-expressing stromal cells, and another 26% were in the 10 µm vicinity of such cells (Fig. 1f). Contact of IgG2b^+^ Bsm to VCAM-1^+^ stromal cells is deterministic, since it is significantly different from random association between the two cell types, as determined by simulation of random co-localization (Supplementary Fig. 1g)^8^. The co-localization of Bsm and stromal cells is in line with expression of VLA4 (CD49d/CD29), a receptor for fibronectin and VCAM-1, and VLA6 (CD49f/CD29), a receptor for laminin^9^, by Bsm (Fig. 1g, CD19 staining and cell size shown in Supplementary Fig. 1h). About 10% of Bsm were in direct contact and 26% within 10 µm vicinity of cadherin 17 (Cdh17)-expressing stromal cells (Fig. 1f).

Taken together, Bsm are abundant in BM and spleen, where they rest in terms of proliferation. In the BM, Bsm are individually docked onto stromal cells.

### Bsm of bone marrow and spleen have distinct Ig repertoires

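In mouse 1, 14 IgG1/2 clonotypes were found in both organs, 99 in the BM alone and 57 in the spleen alone. A clonotype stands for all sequences with the same V gene, J gene and CDR3 nucleotide sequence, and it was counted when it was found in both technical duplicates of a sample of sorted cells. Mouse 2 had 24 IgG1/2 clonotypes in both organs, 55 in the BM alone and 352 in the spleen alone, and mouse 3 had 358, 252 and 609. The clonotypes of both organs made up 8.24% of the 170 clonotypes of mouse 1, 5.57% of the 431 of mouse 2 and 29.4% of the 1219 of mouse 3, a mean of 14.4% ± 13.0 (SD, n = 3 mice). For IgA, both organs shared 14 of 221 clonotypes in mouse 1 (6.33%), 18 of 206 in mouse 2 (8.74%) and 296 of 875 in mouse 3 (33.8%), a mean of 16.3% ± 15.2 (SD, n = 3 mice). The IgA clonotypes of the BM alone numbered 130, 54 and 300 in mice 1, 2 and 3, and those of the spleen alone 77, 134 and 279.

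Many clonotypes of mouse 3 also occurred in libraries of another mouse. This held for 320 of the 358 IgG1/2 clonotypes of both its organs, for 165 of the 252 of its BM alone and for 58 of the 609 of its spleen alone. For IgA it held for 233 of its 296 clonotypes of both organs, 77 of the 300 of its BM alone and 15 of the 279 of its spleen alone. Without the clonotypes of mouse 3 that occurred in any library of mouse 1 or 2, an alternative chosen after the data were seen, 38 of its 676 remaining IgG1/2 clonotypes (5.62%) and 63 of its 550 remaining IgA clonotypes (11.5%) were in both organs. The means over the mice were then 6.48% ± 1.52 for IgG1/2 and 8.84% ± 2.56 for IgA (SD, n = 3). In mouse 2, all 24 IgG1/2 and all 18 IgA clonotypes of both organs also occurred in libraries of another mouse. With such clonotypes left out of every mouse, also chosen after the data were seen, mouse 2 had 0 of 154 IgG1/2 and 0 of 68 IgA clonotypes in both organs, and mouse 1 had 11 of 140 (7.86%) and 7 of 158 (4.43%). The 0 of mouse 2 cannot tell where its shared clonotypes came from. Of the clonotypes in duplicate 2 alone of its spleen aliquot A, 96.4% (IgG1/2) and 98.9% (IgA) occurred in mouse 3. The filter takes these out of mouse 2 whichever mouse they came from.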

Comparing the BCR repertoires of Bsm of spleen and BM of individual mice on the level of complementarity-determining region 3 (CDR3) of their immunoglobulin heavy chains, revealed only marginal overlap of CDR3 repertoires between Bsm expressing the same isotype residing in the spleen or BM of individual mice. This is shown in Fig. 2 and Supplementary Fig. 2 for IgG1/2^+^ and IgA^+^ Bsm of three individual C57BL/6J mice, which were immunized three times with NP-CGG. 

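RNA of sorted Bsm from the BM and spleen of 3 mice was converted to cDNA with a 5′ template switch that adds a unique molecular identifier (UMI) to each molecule, and the immunoglobulin heavy chain transcripts were amplified with primers in the constant regions of IgG1/2, IgG3 and IgA. The sorted cells of each organ were split into 2 aliquots in mice 1 and 2 and into 4 in mouse 3, and the RNA of each of the 16 aliquots was split into 2 technical duplicates, which gave 32 libraries. The aliquots are samples of the cells of 1 animal, so that the mouse is the independent replicate (n = 3). The deposited tables list, for each library and isotype, the clonotypes with their numbers of UMIs, as counts that are not normalized, after reads had been joined to 1 consensus sequence per UMI and mapped to V genes of C57BL/6 with MIGEC. They include clonotypes found in 1 duplicate only.

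IgG1/2 tables held 299 to 1820 UMIs per library in BM (median 901.5, n = 16) and 301 to 5888 in spleen (median 2534.5, n = 16). IgA tables held 285 to 2584 UMIs in BM (median 881) and 187 to 5420 in spleen (median 2704.5). The medians of IgG1/2 UMIs in BM and spleen were 478.5 and 406 in mouse 1, 345 and 2368.5 in mouse 2 and 1374 and 3166 in mouse 3. Between 68.3% and 88.0% of the clonotypes of a library of these isotypes had 1 UMI. Clonotypes found in both duplicates of an aliquot were kept, the UMIs of the duplicates were summed, and the aliquots of an organ were united for counts of clonotypes. An aliquot then held 300 to 9146 IgG1/2 UMIs and 190 to 9522 IgA UMIs. UMIs of 1 cell are not independent of each other, so that intervals on shares of UMIs cover counting error only. The deposited labels give duplicate 2 of BM aliquot D of mouse 3 the letter C in 1 field and D in the title. The title, which is also the name in the paper's Source Data, was used, and the cosine similarity of this pair of duplicates was 0.991 for IgG1/2.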

Biological and technical replicates served to determine how representative the samples were, and to control reproducibility (Supplementary Fig. 2a). 

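Pairs of aliquots from 1 organ shared more IgG1/2 clonotypes than pairs from BM and spleen in each of the 3 mice. The mean share of clonotypes found in both aliquots of a pair was 16.7% within and 7.43% between the organs of mouse 1, 10.6% and 4.91% in mouse 2, and 28.1% and 24.3% in mouse 3. For IgA, the means within and between organs were 11.6% and 6.12% in mouse 1, 12.6% and 7.51% in mouse 2, and 29.4% and 28.5% in mouse 3. In mouse 2, the lower of the 2 IgA pairs of 1 organ shared 5.56%, less than every pair of BM and spleen (6.43% to 9.92%). With each aliquot thinned to the lowest UMI total of the mouse, the IgA means of mouse 2 were 9.52% within and 8.86% between organs. The overlap within organs exceeded that between organs by 6.28 percentage points ± 2.76 for IgG1/2 and by 3.84 ± 2.54 for IgA (SD, n = 3 mice). In an exact permutation of the organ labels of the aliquots within each mouse, the one-sided p was 0.00317 for IgG1/2, the smallest that the splits of the labels allow, and 0.0127 for IgA. Such a permutation exchanges aliquots within mice, so that its p concerns the cell samples of these 3 mice. It does not measure the spread over mice that the SD gives.

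The technical duplicates of an aliquot shared 9.50% to 72.2% of their IgG1/2 clonotypes (median 22.6%, n = 16 aliquots) and 7.34% to 80.5% of their IgA clonotypes (median 25.1%). The clonotypes found in both duplicates held a median of 79.8% of the IgG1/2 UMIs (41.9% to 94.6%) and 85.4% of the IgA UMIs (40.2% to 97.4%). Without the clonotypes that mouse 3 shared with libraries of the other mice, its aliquot pairs shared 10.3% of IgG1/2 clonotypes within and 4.07% between organs, and 9.87% and 8.45% of IgA clonotypes. For IgA, the permutation p was 0.194 without spleen aliquot A of mouse 2, 0.232 without spleen aliquot B of mouse 2 and 0.0667 without BM aliquot A of mouse 3.

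**Figure D1:**
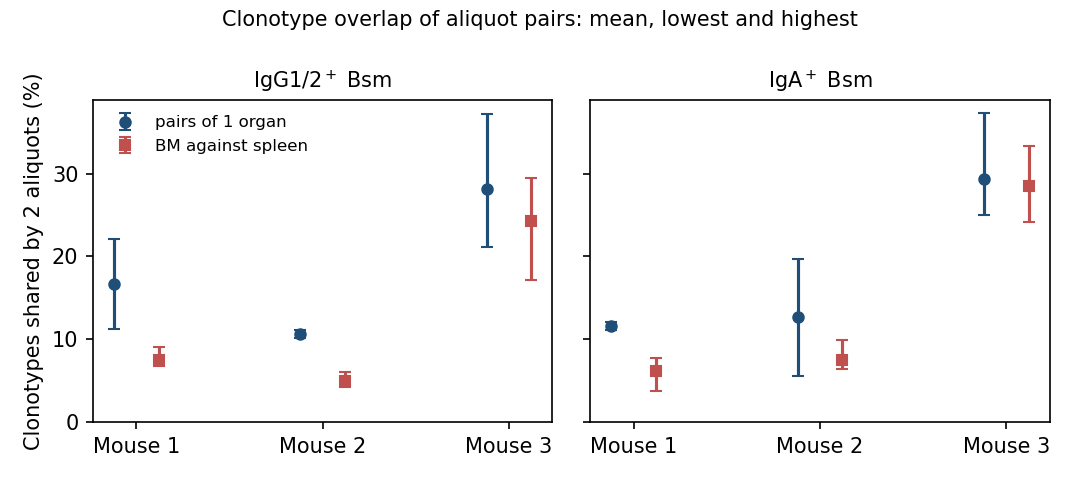
Percentage of clonotypes shared by 2 aliquots of 1 mouse, for pairs from 1 organ and for pairs from BM and spleen. Points are means and bars run from the lowest to the highest pair. For IgG1/2 in mouse 1, pairs of 1 organ lie between 11.3% and 22.1%, above the pairs of BM and spleen at 6.73% to 9.00%, while in mouse 3 the ranges overlap.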

Cosine similarity, a measure to determine the similarity of two groups irrespective of size, was significantly higher for biological replicates (0.65–0.97) than between samples from spleen and BM of each mouse (cosine similarity ~0.4) (Supplementary Fig. 2b). 

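Averaged over pairs, abundance-weighted IgG1/2 repertoires of aliquots from 1 organ were more alike than those of BM and spleen in each mouse. This did not hold for BM of mouse 2 by itself. In mouse 3 the amount depends on what counts as a clone and on clonotypes that were also found in the other mice. The cosine similarity averaged 0.762 within and 0.499 between the organs of mouse 1, 0.657 and 0.550 in mouse 2, and 0.904 and 0.514 in mouse 3. For IgA it averaged 0.563 within and 0.265 between organs in mouse 1, 0.632 and 0.506 in mouse 2, and 0.985 and 0.546 in mouse 3. In mouse 2, the pair of BM aliquots was at 0.356 for IgG1/2 and 0.267 for IgA, below every pair of BM and spleen (0.478 to 0.615 and 0.470 to 0.541). Its pair of spleen aliquots was at 0.957 and 0.998. The difference was 0.253 ± 0.142 for IgG1/2 and 0.288 ± 0.156 for IgA (SD, n = 3 mice), with a one-sided p of 0.00317 for both isotypes in the exact permutation of organ labels, the smallest it can give. With clonal families instead of clonotypes, similarity in mouse 3 was 0.951 within and 0.934 between organs for IgG1/2 and 0.995 and 0.994 for IgA, and the difference over the mice was 0.118 for IgG1/2 and 0.166 for IgA. Without clonotypes found in more than 1 mouse, the IgG1/2 difference was 0.0984.

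Organs differed in how alike their aliquots were. Between single libraries of different aliquots, the mean IgG1/2 similarity in BM was 0.652 in mouse 1, 0.347 in mouse 2 and 0.862 in mouse 3, and in spleen it was 0.834, 0.955 and 0.921. IgA libraries of different BM aliquots had means of 0.307 in mouse 1 and 0.264 in mouse 2, against 0.782 and 0.997 in spleen. In mouse 3 the IgA means were 0.976 in BM and 0.989 in spleen. Libraries of BM and spleen had IgG1/2 means of 0.500, 0.541 and 0.516 in mice 1, 2 and 3. With the clonotypes of mouse 3 that were also found in the other mice left out, the IgA similarity in mouse 3 was 0.941 within and 0.939 between organs, and the IgG1/2 similarity 0.645 and 0.539. Leaving out spleen aliquot B of mouse 2 gave an IgG1/2 difference of 0.149 (exact permutation p = 0.0571), and leaving out spleen aliquot A of mouse 2 an IgA difference of 0.166 (exact permutation p = 0.0540), as did leaving out its spleen aliquot B.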

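The mean IgG1/2 diversity was higher in BM in mice 1 and 3 and higher in spleen in mouse 2, whereas the mean IgA diversity was higher in BM in each mouse. The measure is the Hill number of order 1, the number of equally frequent clonotypes that would give the same Shannon entropy, with each aliquot rarefied to the lowest UMI total of its mouse. For IgG1/2 it was 21.8 ± 2.62 in BM and 15.4 ± 2.17 in spleen of mouse 1 (SD, n = 2 aliquots each), 15.4 ± 0.277 and 30.3 ± 3.12 in mouse 2 (n = 2), and 61.2 ± 22.5 and 50.6 ± 12.3 in mouse 3 (n = 4). The aliquots of mouse 3 overlapped, with 35.8 to 81.7 in BM and 35.5 to 65.1 in spleen. For IgA the values were 26.9 ± 5.77 in BM and 24.7 ± 21.0 in spleen of mouse 1, 8.95 ± 2.21 and 3.26 ± 0.971 in mouse 2, and 13.0 ± 5.34 and 6.16 ± 0.406 in mouse 3. The values of mouse 3 include clonotypes that were also found in mouse 2. Clonotypes of duplicate 2 of spleen aliquot A of mouse 2 held 49.3% to 76.9% of the IgA UMIs in its BM libraries. In its spleen libraries they held 17.8% to 32.6%. In mouse 1 the 2 spleen aliquots were at 39.6 and 9.86 for IgA, above and below both BM aliquots (22.9 and 31.0). The mean log2 ratio of BM to spleen was -0.08 ± 0.78 for IgG1/2 (SD, n = 3 mice; exact permutation of organ labels over all assignments, two-sided p = 0.731) and 0.96 ± 0.52 for IgA (n = 3, p = 0.0230 in the same permutation). Both p-values concern the aliquots of these 3 mice, not the spread over mice.

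With every clonotype of either technical duplicate, the log2 ratio for IgA was 0.84 (permutation p = 0.128). Without BM aliquot B of mouse 1 it was 0.89 (permutation p = 0.102) and without spleen aliquot B of mouse 1 0.61 (permutation p = 0.12). The sample coverage, an estimate of the share of the repertoire that belongs to the clonotypes seen, rests on the number of clonotypes seen once. A clonotype found in both duplicates has at least 2 UMIs, so that its estimate is 100% by construction. When all clonotypes of either duplicate were counted, coverage of the pooled libraries of an organ was 82.0% ± 11.1 for IgG1/2 (64.7% to 95.8%) and 84.6% ± 11.3 for IgA (66.9% to 95.9%; SD, n = 6 organs of 3 mice).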

Overall, Bsm of BM and spleen show a similar clonal diversity and distribution of clonotype frequencies (Supplementary Fig. 2c, d), with the samples representing more than 97% of the predicted entire repertoire each (Supplementary Fig. 3 and Supplementary Table 1). 

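Fewer IgG1/2 and IgA clonotypes were present in both organs than after random exchange of UMIs between them. When all UMIs of a mouse were distributed 1000 times among BM and spleen at each organ's own number of UMIs, a median of 122 IgG1/2 clonotypes of mouse 1 fell into both organs, with 107 to 139 over the draws. The medians were 223 in mouse 2 and 881 in mouse 3 for IgG1/2, and 138, 104 and 590 in mice 1, 2 and 3 for IgA. The observed number was 0.115, 0.108 and 0.406 of the median for IgG1/2 (mean 0.210 ± 0.170, SD, n = 3 mice) and 0.101, 0.173 and 0.502 for IgA (mean 0.259 ± 0.213). No randomization of any mouse gave an overlap as low as the observed one (one-sided permutation p = 0.001 each, the smallest that 1000 randomizations give). Without the clonotypes of mouse 3 found in the other mice, its ratio was 0.118 for IgG1/2 and 0.294 for IgA.

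The draws treat each UMI as a separate cell. When the UMIs of a clonotype in an aliquot were moved together, the observed overlap was 1.02 of the randomized median for IgG1/2 (permutation p of 0.067, 0.975 and 0.539 in mice 1, 2 and 3) and 0.961 for IgA (0.223, 0.536 and 0.996). These draws join all cells of a clonotype in an aliquot, and a clonotype of 1 aliquot cannot fall into both organs in them.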

To discriminate between stochastic and directed repertoire overlap, we simulated random overlap between two biological samples by randomly reshuffling the sequences observed, resulting in significantly (*P* < 0.001) higher overlaps (Fig. 2b, d) than those observed (Fig. 2a, c). Remarkably, several of the most frequently expressed Ig heavy chain V-genes were found predominantly either in the spleen or in the BM, e.g., IGHV1-5 of mice 1 and 3 (Fig. 2e). 

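IGHV1-5, which lies on chromosome 12 of mm10 from 114513330 to 114513807, held 16.7% ± 0.729 of the IgG1/2 UMIs in BM and 1.83% ± 2.59 in spleen of mouse 1 (SD, n = 2 aliquots each). In mouse 3 it held 6.63% ± 7.60 in BM and 1.21% ± 0.356 in spleen (n = 4), and in mouse 2 0.457% ± 0.0566 and 2.00% ± 1.48 (n = 2). The log2 fold changes of BM over spleen were 3.27 (standard error 1.25, edgeR adjusted p = 0.101) in mouse 1, 2.45 (0.81, adjusted p = 0.123) in mouse 3 and -2.12 (1.29, adjusted p = 0.255) in mouse 2. Without clonotypes found in more than 1 mouse, chosen after the data were seen, the log2 fold change was -1.32 in mouse 1 and 0.90 in mouse 2. In mouse 1 this filter takes out the clonotype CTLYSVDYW, which held 181 of the 188 IGHV1-5 UMIs in BM. The loss of the excess in BM of mouse 1 is thus set by the filter. In mouse 3, BM aliquot D had 18.0% and the other 3 aliquots 2.83% ± 0.174. With the clonotypes of mouse 3 that were also found in the other mice left out, its log2 fold change was 5.90 (adjusted p = 0.00052). This filter was not run without aliquot D, which held 391 of the 617 IGHV1-5 UMIs in BM of mouse 3 before it. How far the value of 5.90 rests on aliquot D is therefore open. In mouse 3 IGHV1-5 also passed in DESeq2 (2.79, adjusted p = 0.0149) and with all UMIs of the tables (2.22, adjusted p = 0.0259), and over all alternatives the adjusted p ran up to 0.514, without BM aliquot D (1.23).

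Other V genes passed the threshold, an adjusted p of 0.05 from edgeR, in IgG1/2+ Bsm of mouse 1. IGHV5-15 was lower in BM, with 0.633% ± 0.184 against 18.5% ± 8.76 in spleen (log2 fold change -4.87, standard error 1.28, adjusted p = 0.0208), as was IGHV1-18 (0.251% ± 0.355 against 5.44% ± 1.26). IGHV1-50 had 59 UMIs in BM and 0 of 761 in spleen, at least 13.4-fold higher in BM against a floor of 3 UMIs over the organ. IGHV5-12-4, named after its values were seen, had 31 UMIs in 1 of the 2 spleen aliquots and 0 in BM. In mouse 2, IGHV1-53 was at least 16.8-fold lower in BM (0 of 1084 UMIs, against 4.62% ± 0.638 in spleen) and IGHV1-82 at least 7.59-fold lower. DESeq2 called 10 V genes higher and 2 lower there. No V gene passed in mouse 3, where 9 of 53 had an unadjusted p under 0.05 and DESeq2 called 4.

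In IgA+ Bsm of mouse 2, 5 V genes were higher and 4 lower in BM. IGHV1-77 fell from 79.3% ± 6.76 in spleen to 22.7% ± 0.423 in BM (log2 fold change -1.80, standard error 0.22, adjusted p = 1.4e-06), IGHV14-2 was at least 8.00-fold lower in BM, a bound that rests on 1 spleen aliquot with 3.91%, since the other had 0.0736% (2 of 2716 UMIs), and IGHV1-50 was higher in BM (25 of 1200 UMIs, against 12 of 5453 in spleen; log2 fold change 3.77, standard error 1.15, adjusted p = 0.0200), where 1 of the 2 BM aliquots held 6.15% and the log2 fold change without it was 0.14. In mouse 3, IGHV9-4, chosen after its values were seen, was higher in BM (log2 fold change 1.80, adjusted p = 0.0340). No V gene passed in IgA of mouse 3 in DESeq2, or in edgeR when 1 of 13 of the 16 aliquots was left out. None passed in mouse 1, where 4 had an unadjusted p under 0.05 and DESeq2 called 2. The aliquots of all mice share 1 estimate of the spread, and with the clonotypes that mouse 3 shared with other mice left out the 4 calls in IgG1/2 of mouse 1 were lost, as the standard error grew while the log2 fold change stayed (IGHV5-15 -4.86 with standard error 2.45, adjusted p = 0.297). In mouse 2 under this alternative, 1 V gene passed for IgG1/2 (IGHV1-53, not IGHV1-82) and 2 for IgA, IGHV1-77 among them. With clonotypes of more than 1 mouse left out of every mouse, or with clonotypes counted instead of UMIs, 0 passed in mouse 2 for both isotypes. No V gene passed in IgG1/2 of mouse 1 without BM aliquot B or without mouse 3 either, and 1 passed without its spleen aliquot B. In IgA of mouse 2, 5 and 3 V genes passed without its BM aliquots A and B, and 2 without either of its spleen aliquots.

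**Figure D2:**
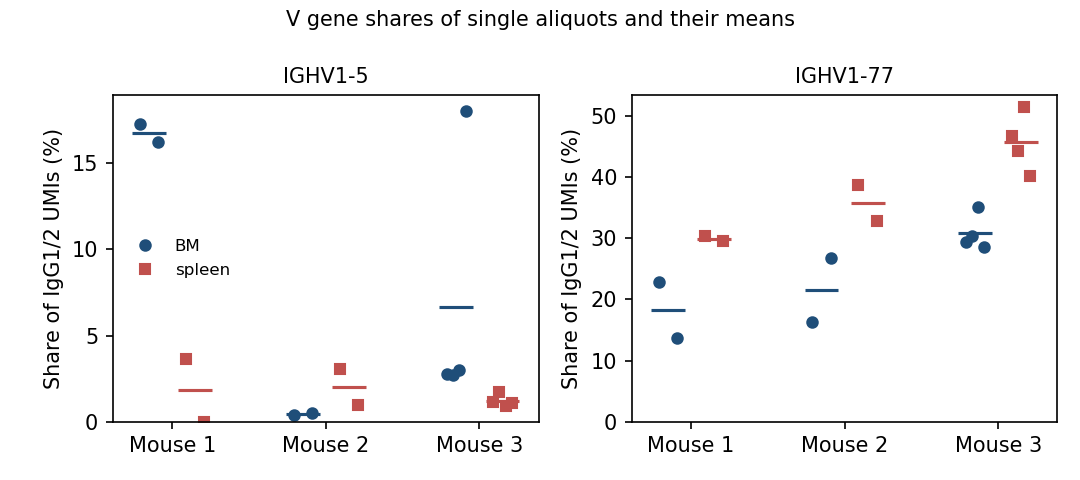
Share of IGHV1-5 and IGHV1-77 among the IgG1/2 UMIs of each aliquot in percent, by mouse and organ. Points are aliquots and lines are their means. The IGHV1-5 share of BM lies above that of spleen in mice 1 and 3, with 1 BM aliquot of mouse 3 at 18.0%.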

The segregation of repertoires of Bsm of spleen and BM strongly argues for a tissue-specific compartmentalization of Bsm.

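IGHV1-77 was lower in BM than in spleen among the IgG1/2 UMIs of all 3 mice, with 18.3% and 29.9% in mouse 1, 21.5% and 35.7% in mouse 2, and 30.8% and 45.7% in mouse 3. Over the mice it held 23.5% ± 6.51 in BM and 37.1% ± 7.95 in spleen (SD, n = 3), a log2 fold change of -0.66 (standard error 0.07, adjusted p = 0.00047 from edgeR with the mouse as a block). IGHV1-77 lies on chromosome 12 of mm10 from 115861867 to 115862355, and it was the only 1 of 45 V genes past the threshold across mice. IGHV1-5 did not pass (log2 fold change 1.60, standard error 1.25, adjusted p = 0.908). For IgA no V gene of 36 passed in edgeR, 2 had an unadjusted p under 0.05 and DESeq2 called 1.

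Among IgG1/2 UMIs, IGHJ2 was higher in BM (36.6% ± 6.73 against 22.8% ± 5.05 in spleen) and IGHJ4 lower (41.5% ± 3.56 against 50.8% ± 7.07), each in 3 of 3 mice. The V genes IGHV11-1, IGHV11-2 and IGHV12-3, used by B-1 cells against phosphatidylcholine, together held 0.907% ± 0.763 in BM and 0.0634% ± 0.0552 in spleen, and the IGHV11 family 0.698% ± 0.637 and 0.0449% ± 0.0450. The exact permutation of organ labels of the aliquots gave each of these 4 groups an adjusted p of 0.0357 over 20 families, J genes and lists (two-sided). A sign flip over the 3 mice gave 0.25, the smallest p it allows. The changes of IGHJ4 and of IGHV1-77 are not independent of each other. In mice 1 and 2, 1 clonotype with IGHV1-77 and IGHJ4 (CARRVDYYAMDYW) held 18.0% and 18.5% of BM UMIs and 28.9% and 35.4% of spleen UMIs. In mouse 3, IGHV1-77 UMIs with a CDR3 of 13 amino acids ending in VDYYAMDYW held 30.5% in BM and 45.4% in spleen. Its sequences went opposite ways. The sequence of mouse 2 was higher in BM there (24.4% against 9.51% in spleen). Sequences that mouse 2 lacked were lower in BM (3.65% against 17.7%, and 2.42% against 19.0%). By single genes, none of the 2 tested V genes of the B-1 list passed across mice in edgeR (0 at an unadjusted p under 0.05), nor when adjusted over the list alone. For IgA none of the 20 passed, and the lowest adjusted p was 0.0556, for IGHJ3, at 22.7% ± 11.6 in BM and 6.44% ± 4.98 in spleen, and for the IGHV8 family, at 0.555% ± 0.267 and 0.252% ± 0.219. No UMI was assigned to IGHV1-72, the V gene of the canonical C57BL/6 response to NP, where a floor of 3 UMIs is 0.00552% of the 54336 IgG1/2 UMIs. The authors adjusted the set of V genes used for mapping, and whether it could name IGHV1-72 was not checked. An unused gene cannot be told apart from one that was missing or named otherwise.

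With the clonotypes of mouse 3 found in the other mice left out, the adjusted p was 0.0556 for IGHJ4 and the B-1 list, 0.127 for IGHJ2 and 0.143 for the IGHV11 family. The call of IGHV1-77 was lost with TMM factors, in DESeq2, with all UMIs of the tables, with clonotypes instead of UMIs, without clonotypes found in more than 1 mouse, without the mouse as a block, without any 1 of the 4 BM aliquots of mice 1 and 2 (adjusted p of 0.144 to 0.695) and without mouse 2, while the log2 fold change across mice stayed below 0 wherever it was fitted (-1.54 to -0.35). In mouse 2 by itself it was -0.73, and above 0 in DESeq2 (0.96) and with clonotypes instead of UMIs (0.66). From the segregation of the repertoires of spleen and BM, the paper proposes that Bsm are compartmentalized by tissue.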

**Fig. 2:**
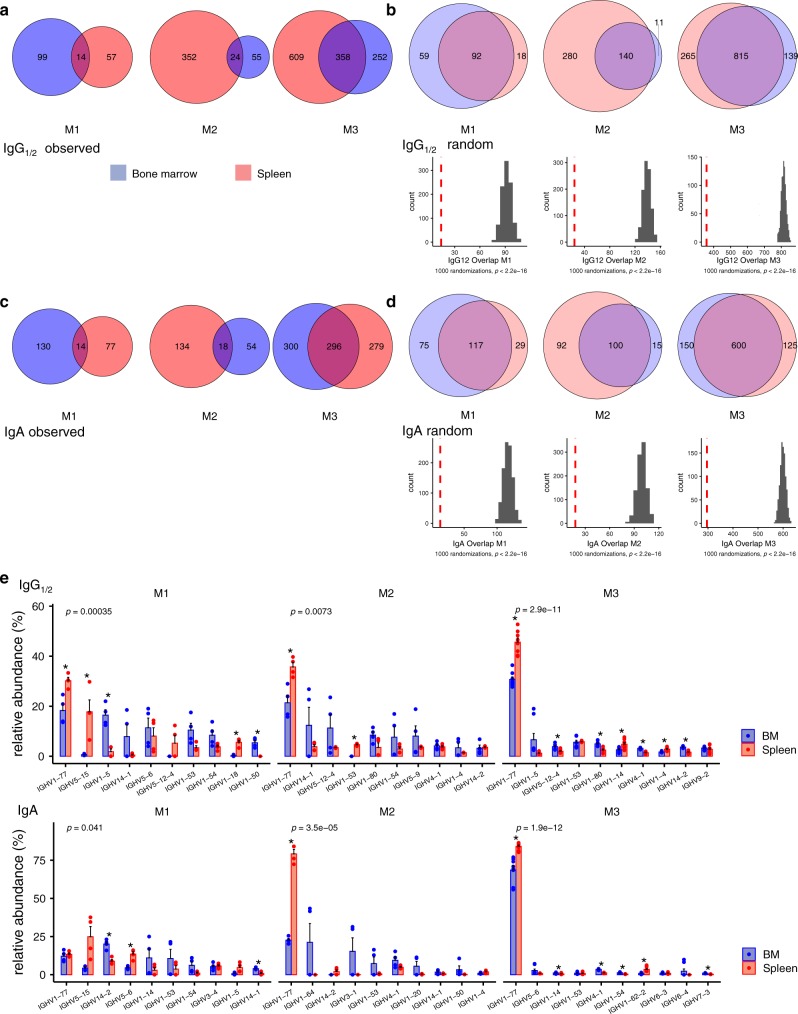
Spleen and bone marrow isotype-switched memory B cells are distinct in Ig heavy chain repertoire. **a**, **c** Observed overlap between the IgG1/2^+^ or IgA^+^ heavy chain CDR3 repertoire of switched memory B cells from spleen and bone marrow (BM) or **b**, **d** random distribution (upper panels). Venn diagrams represent clonotype presence in a given sample: numbers indicate clonotypes present in one organ exclusively or in both (overlap). Random distributions (**b**, **d**) show median values for 1000 random distributions drawn while retaining the number of clones initially observed in the sample. Histograms (**b**, **d**, lower panels) represent number of clonotypes in spleen and BM in 1000 randomized distributions of observed clonotypes to spleen and BM, dashed red line indicates experimentally observed number of clonotypes present in both spleen and BM. *P* value of one-sided *t*-test for difference of randomized overlap against observed. **e** VH gene recruitment to spleen and BM IgG1/2^+^ (upper panel) and IgA^+^ (lower panel) memory B cells, represented as frequency of a particular VH gene among total CDR3s per organ. Bars show relative abundance of the ten most abundant VH genes, error bars indicate SEM. Significance of difference in VH gene distribution to Spleen and BM assessed by MANOVA, *P* values corrected for multiple testing (Benjamini-Hochberg), * indicates significant difference in means for a particular VH gene (Welch’s test, two-sided). M1–M3: replicate samples of three female C57BL/6 mice immunized 3× NP-CGG/IFA. Only clones consistently found in technical replicates were considered. Source data for Fig. 2a–e are provided as a Source Data file.

### Transcriptional heterogeneity of Bsm in bone marrow and spleen

In order to resolve the heterogeneity of Bsm within as well as between spleen and BM, we analyzed single-cell transcriptomes of Bsm isolated from both organs of two individual mice. Bsm from C57BL/6J mice immunized three times with NP-CGG/incomplete Freund’s adjuvant (IFA) i.p. 60 days prior to analysis were enriched by MACS with CD19 microbeads (Miltenyi Biotech) and isolated by FACS as IgG1^+^IgG2b^+^CD19^+^CD38^+^GL7^−^CD138^−^IgM^−^IgD^−^ cells. In total, 6047 Bsm from the spleen and 4164 from the BM were subsequently sequenced using 10× genomics-based droplet sequencing. An average of 42,407 reads per cell defined a median number of 1629 transcribed genes per cell, corresponding to a sequencing saturation of approximately 70%. For 4754 Bsm from spleen and 2947 from BM, we also determined the sequences of their antibody heavy and light chains. In line with the isolation protocol and degree of transcriptome saturation, most cells expressed the B cell marker genes *Cd19* (86% of all cells), *Cd38* (36% of all cells), *Pax5* (38% of all cells), and *Ptprc* (CD45, 80% of all cells) (Supplementary Fig. 4a). Transcription of *Sdc1* (CD138, <0.1%, a surface protein expressed on plasma blasts and plasma cells) and *Bcl6* (2.5%, a transcription factor characteristic for germinal center B cells) was not detectable overall (Supplementary Fig. 4a). According to their transcriptomes, Bsm robustly clustered into six different populations (Fig. 3a). Dimensionality reduction by Uniform Manifold Approximation and Projection (UMAP)^10^ was similar with regard to cluster separation compared to *t*-distributed Stochastic Neighbor Embedding (tSNE) plots (Supplementary Fig. 5). Bsm of clusters I, II, III, and VI were present in both the spleen and BM of the two mice at varying frequencies. Bsm of cluster IV were almost exclusively located in the spleen, while Bsm of cluster V were virtually exclusively located in the BM (Fig. 3b). While clusters III (91% IgG1, 9% IgG2b/c) and V (94% IgG1, 6% IgG2b/c) were predominantly cells of IgG1 isotype, cluster VI was highly enriched for cells of IgG2b/2c isotype (4% IgG1, 96% IgG2b/c). Cluster I (84% IgG1, 16% IgG2b/c), II (36% IgG1, 64% IgG2b/c), and IV (71% IgG1, 29% IgG2b/c) consisted of cells of mixed isotypes (Fig. 3c).

**Fig. 3:**
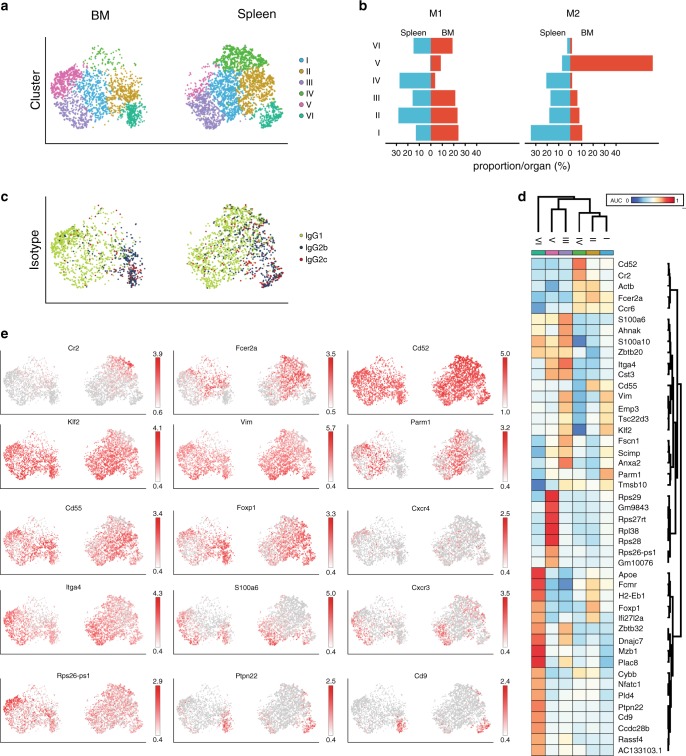
Heterogeneity of switched memory B cells is differentially represented in spleen and bone marrow. Cells for single cell sequencing were FACSorted as IgG-expressing CD19^+^CD38^+^CD138^-^GL7^−^ small lymphocytes. **a** Six transcriptionally defined clusters were identified by shared nearest neighbor (SNN) modularity optimization based clustering algorithm mapped to tSNE representation of spleen and bone marrow (BM) cells. tSNE coordinates and clustering was computed for 4754 from spleen and 2947 from BM cells, presentation is separated by organ. **b** Percentage of cells per cluster in each organ by mouse. **c** Distribution of IgG subclass mapped on tSNE. **d** Signature genes for each cluster, area under curve (AUC) of receiver-operator characteristics (ROC) of >0.7. **e** Distribution of transcription levels for representative genes mapped on tSNE. Cells for single cell sequencing were FACSorted as IgG-expressing CD19^+^CD38^+^CD138^−^GL7^−^ small lymphocytes from female C57BL/6 mice. Source data are provided as a Source Data file.

Signature genes characteristic for the different clusters are displayed in Fig. 3d. These 45 genes represent the top predictive genes according to sensitivity and specificity (receiver-operator characteristics, ROC), with an area under curve (AUC) of >0.7. Bsm of Cluster I were characterized by low levels of *Cr2* (CD21) (14% of cells in cluster 1) and intermediate levels of *Fcer2a* (CD23) (52% of cluster I cells) (Fig. 3d, e). 95% expressed the transcription factor *Krueppel-like factor 2* (*Klf2*), 93% the cytoskeletal protein *Vimentin* (*Vim*)^11^ and 62% the golgi/endosomal-associated gene *Prostate androgen-regulated mucin-like protein 1 (Parm1*)^12^. In summary, Bsm of cluster I resemble transitional memory B cells^13,14^. 63% of Bsm of cluster II expressed high level of *Fcer2a* and intermediate levels of *Cr2* (24% of cluster II Bsm). Cells of cluster II also expressed the complement decay-accelerating factor *Cd55*^15^ in 75% of the cases and 77% expressed the transcription factor *Foxp1* (*Forkhead Box P1*)^16^. This gene expression pattern suggests that Bsm of cluster II are follicular memory B cells^13^. Bsm of cluster III resemble age-associated memory B cells (ABC), in that they expressed low levels of *Cr2* (3%) and *Fcer2a* (15%). We detected high levels of the integrin gene *Itga4* (CD49d) in 91%, *Itgam* (CD11b) in 4% (Supplementary Fig. 4b) and the chemokine receptor gene *CXCR3* in 47% of cluster III Bsm^17^. In addition, 62% of cluster III Bsm expressed the gene encoding the calcium binding protein *S100a6*^18^. However, they lacked the expression of *Itgax*, the gene encoding for CD11c (Supplementary Fig. 4b), which has been associated with ABC (reviewed by Rubtsova et al.^17^). Bsm of cluster IV, residing exclusively in the spleen, resemble marginal zone B cells in that 53% of them expressed high levels of *Cr2* and all of them the gene *Cd52*, and 59% expressed intermediate levels of *Fcer2a*^13,19^. Cluster V, found exclusively in the BM, is comprised of Bsm expressing low levels of *Cr2*, and *Fcer2a* in 6 and 24% of Cluster V Bsm, respectively. In contrast, they expressed relatively high levels of various genes encoding for ribosomal proteins, such as *Rps26-ps1* (76% of cluster V Bsm). 10% of cluster V Bsm also expressed the gene *Cxcr4*, encoding a chemokine receptor associated with BM homing^20^. Bsm of cluster VI resemble B1 cells, in that they are characterized by expression of the scavenger receptor *Cd5*^21^ in 8% (Supplementary Fig. 4b), the Protein tyrosine phosphatase 22 gene *Ptpn22* associated with hypo-responsiveness of B cells in the context of autoimmunity^22^ in 56% and the gene encoding the tetraspanin *Cd9* expressed on regulatory B cells^23^ in 49% of the cells.

The differential expression of *Cr2* (CD21/35) and *Fcer2a* (CD23) by Bsm subpopulations was also evident on the protein level (Fig. 4). By flow cytometry, and using only CD21/35 and CD23 on gated Bsm, we were able to identify populations of CD21/35^intermediate^/CD23^intermediate^ (cluster I), CD21/35^intermediate^CD23^high^ (cluster II), and CD21/35^high^CD23^low^ (cluster IV) cells in both the spleen and BM (Fig. 4a, b). Cells of clusters III, V, and VI were among the CD21/35^low^CD23^low^ population. Within this population, cells from cluster VI could be discriminated from clusters III and V by their expression of CD5 (CD21/35^low^CD23^low^/CD5^+^) (Fig. 4a–c). Although cells from both clusters III and V expressed *Itga4* (CD49d), notably CD49d expression was higher in the BM than the spleen (Fig. 1g), the presence of a population expressing higher levels of CD49d within CD21/35^low^CD23^low^/CD5^−^ cells points to an enrichment of cluster III in this population (Fig. 4a–c). The accumulation of CXCR3 and CD11b expressing Bsm within the CD21/35^low^CD23^low^/CD5^-^/CD49d^high^ cells further supports that clusters III and V can be separated by CD49d expression (Fig. 4a–c).

**Fig. 4:**
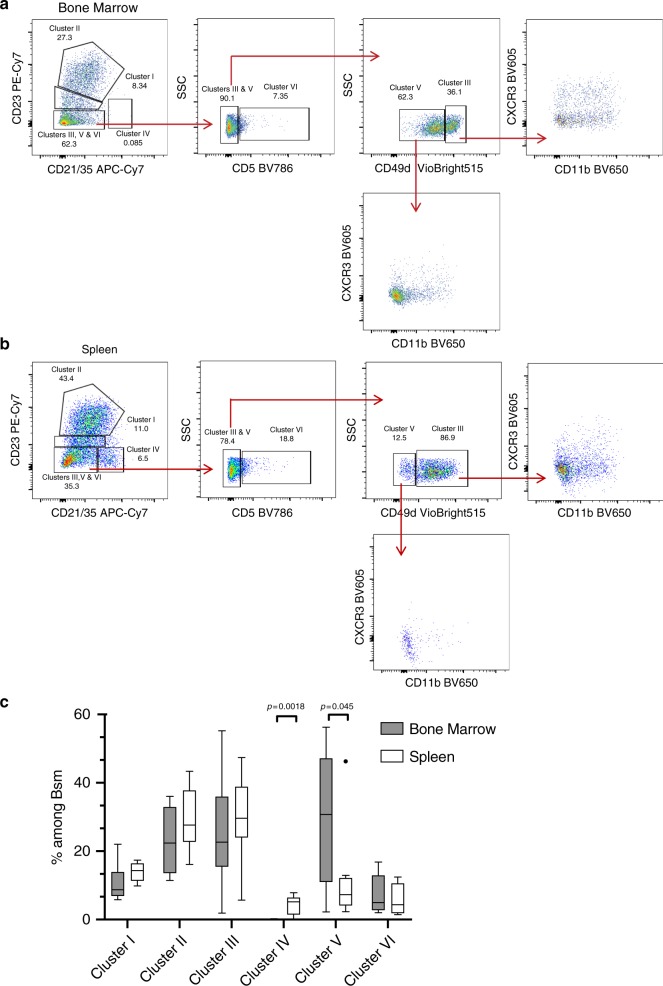
Surface staining of CD21/35, CD23, CD5, and CD49d resolves six distinct populations of switched memory B cells in spleen and bone marrow. **a**, **b** Flow-cytometric identification of distinct populations among IgG^+^ memory B cells gated as IgG1^+^/IgG2b^+^ CD19^+^IgM^−^IgD^−^CD138^−^GL7^−^CD93^−^ live small lymphocytes (cf. Supplementary Fig. 5) in bone marrow (BM) (**a**) and spleen (**b**) of female C57BL/6 mice. CD21/35 and CD23 resolve three subsets resembling clusters I, II, and IV as identified by transcriptional profiles. Expression of CD5 separates the CD21/35^−^CD23^−^ population to a subset resembling cluster VI while CD5− cells are divided by high and intermediate staining of CD49d into two subsets, which differ in expression of CXCR3 and CD11b and resemble clusters III and V. Dotplots represent one of eight mice immunized 3× with NP-CGG/IFA. **c** Boxplots represent the frequency of subsets by cytometry according to expression of CD21/35, CD23, CD5, and CD49d among IgG^+^ Bsm. A non-parametric ANOVA (Friedman test) was performed (Two-stage linear step-up procedure of Benjamini, Krieger, and Ykutieli) *P* < 0.0001, followed by a one-sided paired *t*-test between spleen and BM cluster IV and V, respectively, *n* = 8. Boxplot indicates median, first and third quartiles, whiskers: 1.5 IQR. Source data for Fig. 4c is provided as a Source Data file.

In addition to the specific gene expression signatures (Fig. 3), Bsm of the clusters differed in the expression of gene sets indicating physiological activitiy. Single cell gene set enrichment analysis of expression of the Reactome^24^ and Gene Ontology (GO)^25–27^ gene sets revealed that Bsm of both organs express gene sets associated with oxidative phosphorylation (Reactome: TCA/electron transport) and integrin signaling (Reactome: integrin cell surface interactions) (Supplementary Fig. 4c), but not gene sets associated with glycolysis or RNA polymerase II-mediated transcription. Confirming their quiescence, Bsm of cluster V, located exclusively in the BM, did not express gene sets associated with BCR signaling, DNA synthesis, or regulation of cell cycle progression. Conversely, many Bsm of cluster IV, located only in the spleen, expressed these gene sets. In addition, these Bsm exclusively expressed a gene set indicating cognate activation. Bsm of cluster III were exclusively enriched for a gene set associated with lymphocyte migration (GO term lymphocyte migration).

### BCR repertoires and trajectories of Bsm clusters

Comparison of the BCR repertoires (paired Ig heavy and light chain) of the Bsm clusters I, II, and IV showed exclusive repertoires, as determined by simulation of random distribution of BCR sequences to the different clusters (Fig. 5a, Supplementary Table 1), confirming the results obtained for other mice and the bulk analysis of their Bsm of spleen and BM (Fig. 2 and Supplementary Fig. 2). A significant overlap of repertoires was found between Bsm of cluster VI from the spleen and BM. The same was true for Bsm of clusters III and V, which showed a significant overlap of their BCR repertoires between clusters as well as between those of spleen and BM. Together these results imply that those Bsm clusters were interconnected in their generation and/or maintenance.

**Fig. 5:**
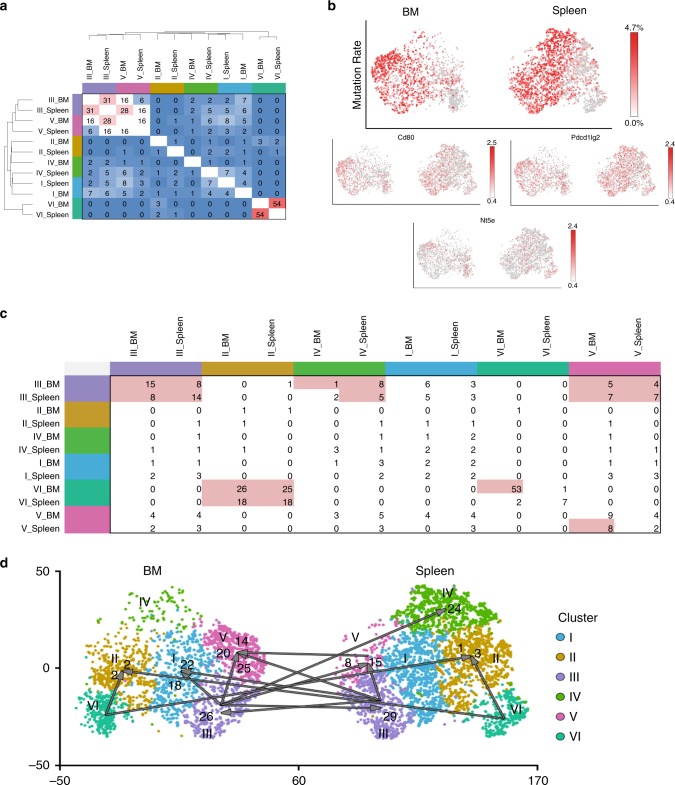
Clonal trajectories connect predominantly clusters III and V of spleen and bone marrow. **a** Percentage of shared clones between clusters of spleen and bone marrow. Clones were defined according to IgG heavy and light chain genes. Clones were randomly redistributed to clusters. Overlap significantly higher than random (*P* < 0.05, randomization test) indicated by red shading, white represents expected random overlap, and blue shading overlap lower than random, i.e., exclusive repertoires. **b** Mutation rates (percent of nucleotide sequence; upper panel) and CD80 (*Cd80*), CD73 (*Nt5e*), and PD-Ligand 2 (*Pdcd1lg2*) gene expression of individual cells. Cells for single cell sequencing were isolated by FACS as IgG^+^CD19^+^CD38^+^CD138^−^GL7^−^ small lymphocytes. **c** Frequencies of Bsm clones represented with higher mutation rates in clusters listed in rows, as compared to clusters listed in columns. Significant presence of clone members with additional mutations as compared to random distribution (*P* < 0.01, randomization test) is shaded in red. **d** Trajectories are based on accumulation of mutations within clones. Represented are significant trajectories (*P* < 0.01, randomization test). Arabic numerals indicate numbers of clones with additional mutations. Randomized redistribution of clones was performed 1000 times (**a**, **c**, **d**). Source data is provided as a Source Data file.

Bsm with a high-degree of somatic hyper-mutation (>1% mutation in framework (FR)1-3) were more frequent in clusters I, III, IV, and V (Fig. 5b) than in clusters II and VI. Interestingly, the genes encoding for CD80 (*Cd80*) and CD273 (*Pdcd1lg2*), which have been described to correlate with an increase in somatic hypermutations^28^ were significantly enriched in those clusters (Chi-squared with Yates’ correction comparing distribution of either CD80 or CD273 expressing cells in clusters I, III, IV, and V as well as in cluster II and VI, significance level of *P* < 0.01). In contrast, the number of *Nt5e* (CD73) expressing cells was reduced in clusters I, III, IV, and V, as compared to random distribution of transcription (Fig. 5b). Trajectories based on somatic hyper-mutation of BCR heavy and light chain identified cluster III from which clones with higher mutation counts would have originated. A total of 187 significant clones (significantly over-represented compared to randomization) were observed in other clusters originating from either spleen or BM cluster III. The frequencies of transitions, i.e., presence in more than one cluster, are indicated in Fig. 5c, taking into account the population size of each cluster in each organ. A trajectory was considered significant if a *P*-value < 0.01 was observed (indicated in red, Fig. 5a, c), compared to random distribution of mutated BCR clones into different clusters. Figure 5d indicates the direction of mutational trajectories, and the number of clones involved. Of the 187 clones of cluster III, 55 clones were represented with additional mutations in the very same cluster of the other organ. Forty-five of the cluster III clones from spleen or BM were represented with additional mutations in cluster V of the BM, 23 clones were among the rare cells of cluster V of the spleen. Forty clones of either spleen or BM cluster III were also identified in cluster I of the BM, with additional mutations. There was a significant exchange between splenic and BM cluster V (14 clones) as well as a minimal but significant exchange between the splenic and BM cluster VI with either splenic or BM cluster II (8 clones). Additionally, we were able to detect a significant exchange between BM cluster III and the spleen-exclusive cluster IV (24 clones), as well as between splenic and BM cluster III and splenic cluster V (23 clones).

In summary, mutational trajectories link cluster II to cluster VI and cluster III to cluster V, and to lesser degree to cluster I. Together these data suggest that Bsm of cluster III of spleen and BM represent one interconnected compartment.

## Discussion

In secondary immune responses, memory B lymphocytes provide rapid immune protection, with antibodies of enhanced affinity and adapted function, which is reflected by their switched isotype. While IgM memory B cells have been shown to contribute essentially to germinal center reactions in secondary immune responses, Bsm have been considered to be primarily direct precursors of plasma cells^29–33^. The generation of memory B lymphocytes and their role in secondary immune responses has been subject of intense research, but little is known about their maintenance over time in the apparent absence of antigen. For memory T lymphocytes, recent evidence has unveiled a highly structured organization of their maintenance, describing populations of circulating and tissue-resident memory T cells (Trm)^3^. Trm have been described for nearly all organs investigated, including the BM^8,34,35^. Tissue-residency has been demonstrated by parabiosis, solid organ transplantation, label perfusion^36^ but above all, by exclusive maintenance of antigen-receptor repertoires in defined tissues^34,37^. While exclusive repertoires define resident lymphocyte populations, besides recirculation, different resident populations could also share repertoires, if they were linked in generation.

Memory B lymphocytes expressing antibodies of switched isotype can be detected in many organs, by and large with a similar phenotype and with tetanus-specific Bsm in all organs, arguing that Bsm form one population of interconnected eventually circulating memory cells^4^. In contrast, Mamani-Matsuda and collegues had shown that *Vaccinia*-specific Bsm are mainly located in the human spleen and not in the BM, as far as analyzed^6^. Recently Allie and colleagues have demonstrated the existence of resident Bsm in murine lungs^38^. Here we show that BM hosts a prominent population of memory B lymphocytes, in particular in feral mice. This is in line with earlier evidence, that in humans, IgM memory B cells can migrate to the BM^39^. Comparison of Bsm in the spleen and BM of individual mice, on the level of single cell transcriptomes and antibody repertoires, demonstrates that Bsm of both organs comprise different compartments, and defines their heterogeneity.

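Of the clonotypes of BM and spleen together, those found in 1 organ alone were the majority in each mouse. In mouse 3 those found in both organs made up 58.7% of the IgG1/2 clonotypes of BM and 51.5% of the IgA clonotypes of spleen. Over the mice they held 24.4% to 95.9% of the UMIs of an organ. Among IgG1/2 UMIs, the clonotypes of both organs made up 37.0% in BM and 57.6% in spleen of mouse 1, 50.6% and 47.6% in mouse 2, and 90.1% and 71.0% in mouse 3. Among IgA UMIs they made up 24.4% in BM and 51.2% in spleen of mouse 1, 36.6% and 86.1% in mouse 2, and 87.3% and 95.9% in mouse 3. With the clonotypes of mouse 3 that also occurred in libraries of the other mice left out, its IgG1/2 values were 75.5% and 60.0% and its IgA values 63.4% and 94.7%. With clonotypes found in more than 1 mouse left out of every mouse, also chosen after the data were seen, the values were 22.3% and 17.7% (IgG1/2) and 8.33% and 31.8% (IgA) in mouse 1 and 0 in mouse 2. No conclusion is drawn from the 0 of mouse 2. The filter takes out nearly all clonotypes found in duplicate 2 alone of its spleen aliquot A, whichever mouse they came from.

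The most abundant IgG1/2 clonotype of both organs was IGHV1-77 with IGHJ4 and the CDR3 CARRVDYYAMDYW in mice 1 and 2, with 18.0% of BM UMIs (Wilson 95% interval 15.9 to 20.4) and 28.9% of spleen UMIs (25.8 to 32.2) in mouse 1, and 18.5% (16.3 to 21.0) and 35.4% (34.3 to 36.5) in mouse 2. In mouse 3 it was the clonotype of mouse 2, higher in BM there, at 24.4% of BM UMIs (23.5 to 25.2) and 9.51% of spleen UMIs (9.14 to 9.89). Of clonotypes in 1 organ alone, the most abundant in mouse 1 was IGHV1-5 with IGHJ2 and the CDR3 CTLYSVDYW, at 16.1% of BM UMIs (14.1 to 18.4) in both aliquots and 0 of 761 in spleen (Wilson upper limit 0.502%). In mouse 2 it was IGHV5-12-4 with the CDR3 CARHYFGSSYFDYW, at 10.4% of BM UMIs (8.74 to 12.4) in 1 of 2 aliquots and 0 of 7329 in spleen. In mouse 3 it was IGHV9-1 with the CDR3 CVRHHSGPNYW, at 1.09% of spleen UMIs (0.964 to 1.23) in 1 of 4 aliquots and 0 of 10166 in BM. For IgA, the most abundant clonotype of the BM alone was IGHV1-53 with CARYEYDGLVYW in mouse 1 (10.6% of UMIs, 1 aliquot), IGHV3-1 with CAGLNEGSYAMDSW in mouse 2 (21.1%, 1 aliquot) and IGHV6-4 with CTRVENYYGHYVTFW in mouse 3 (3.17%, 1 aliquot). The clonotypes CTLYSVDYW of mouse 1, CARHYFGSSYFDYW of mouse 2 and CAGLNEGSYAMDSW of mouse 2 also occurred in libraries of another mouse. Among clonotypes of 1 organ alone that were in no other mouse, the most abundant held 3.55% of spleen UMIs (IgG1/2, mouse 1), 1.57% of BM UMIs (IgG1/2, mouse 2) and 0.417% of BM UMIs (IgA, mouse 2). The number of UMIs of a clonotype depends on its cells and on the RNA of each cell.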

By comparing the antibody repertoires of Bsm of spleen and BM of individual mice, we show that both organs host prominent populations of exclusive, i.e., resident and tissue-specific, as well as smaller populations of connected Bsm, with overlapping repertoires. Transcriptomes of individual Bsm from murine spleen and BM define six clusters, four of which are present in both, spleen and BM. One is only found in spleen and another one only in the BM.

Cluster I, a major population of Bsm in both, spleen and BM, consists of Bsm expressing low levels of CD21 and intermediate levels of CD23. This combination is characteristic for transitional, immature B cells (T1/2), which are believed to represent a developmental stage of negative selection against autoreactivity in BM (T1) and spleen (T2)^13^. Classical transitional B lymphocytes express IgM and IgD, and so far^40^, isotype-switched transitional B cells have not been described. However, the antigen-receptor repertoires of Bsm of cluster I of spleen and Bm differ, as well as being distinct from those of all other Bsm, indicating that Bsm of cluster I are resident cells, selected in exclusive immune reactions. It should be noted that those repertoires show a high degree of somatic hyper-mutation, indicating an extensive selection process.

Bsm of cluster II express intermediate levels of CD21 and high levels of CD23, a pattern reminiscent of follicular B cells, generated in germinal center reactions^13^. Their antigen receptor repertoires are different between spleen and BM, and also different from all other Bsm. Again indicating that Bsm cluster II in BM and spleen are resident cells, generated in different immune reactions and most likely in germinal centers^41^. While their antibodies show somatic hyper-mutation, its extent is lower than that of most other Bsm, except those of cluster VI.

Cluster III consists of Bsm expressing low levels of CD21 and CD23, and accumulated cells expressing CD11b and CXCR3, all markers of “aged” memory B cells^17^. T-bet, another marker gene of IgG Bsm^42–45^, in particular of “aged” memory B cells, was not quantitatively detectable in the present analysis either due to the sequencing depth or low expression of this transcription factor per cell. “Aged” Bsm have been described to be generated in germinal centers by combined activation of B cells through TLR and antigen receptors^42–44^.

Bsm of cluster III express highly mutated antibodies, and their repertoires overlap significantly between spleen and BM. Moreover, their repertoires also overlap with Bsm of cluster V in BM, and the few cells of cluster V in the spleen. Interestingly, mutational trajectories indicate that Bsm of cluster III are the precursors of those of cluster V. Mutational trajectories also link Bsm of cluster III of spleen and BM, in both directions, indicating that those clusters either would have been connected during establishment, and/or are still connected during maintenance of memory, i.e., represent circulating Bsm. In line with this, Bsm of cluster III are exclusively expressing a gene set associated with lymphocyte migration.

Bsm of cluster IV are found almost exclusively in the spleen. They express high levels of CD21 and intermediate levels of CD23. This, together with their transcriptional signature classifies them as marginal zone-like memory B cells^13,19^. Bsm of marginal zones have been described before^46^. Here, we show that their antigen receptors are highly mutated and that their repertoire is different from the repertoire of Bsm of all other clusters, indicating that they are a resident population, generated in exclusive immune reactions.

An exclusive BM population of Bsm is seen in cluster V. Bsm of cluster V express low levels of CD21 and CD23. They are quiescent, as reflected by their lack of expression of gene sets associated with BCR receptor signaling, DNA synthesis or regulation of cell cycle progression. In relation to other genes, they express high levels of housekeeping genes encoding ribosomal proteins^47^. Their antigen receptor repertoire is different from that of Bsm of clusters I, II, IV, and VI, but shows considerable overlap with Bsm of cluster III (see above), which according to mutational trajectories, qualify as their precursor cells. Interestingly, different from Bsm of cluster III, Bsm of cluster V, however, do not express genes associated with migration.

Finally, Bsm of cluster VI, present in both spleen and BM, are exclusively IgG2 expressing cells. They express CD5 and CD9, markers of cells of the B1 lineage^21^. Repertoires of Bsm from spleen and BM overlap significantly, showing that these populations have been connected in development. It should be noted, however, that Bsm of cluster VI do not express genes associated with lymphocyte migration in the maintenance phase of memory.

In summary, the clustering of Bsm according to their transcriptomes reveals an unforeseen heterogeneity, with populations so far not described (clusters I, V), or poorly characterized (cluster III, IV). The vast majority of these cells, those of clusters I, II, IV, V, and VI are apparently permanent residents of their tissue, since they have exclusive antigen receptor repertoires and/or exclusive location, and they do not express genes associated with lymphocyte migration. 10–20% of Bsm of spleen and BM, those of cluster III, resemble “aged” memory B cells and qualify as circulating memory B cells, with largely overlapping repertoires of spleen and BM, and expression of genes associated with migration. Thus, as described for memory T lymphocytes^3^, a significant proportion of Bsm of BM are resident. Whether they convey preferentially long-term memory to systemic challenges, like their T cell counterparts^37^, remains to be shown.

Moreover, Bsm are apparently maintained in the BM like memory T and memory plasma cells^3^, where they individually dock onto mesenchymal stromal cells, expressing VCAM1, which provide a niche for their maintenance. We did not observe a preferential colocalization to Cadherin-17 expressing stromal cells of the BM, a colocalization that has been reported relevant for Bsm of the spleen^48^. Instead, we observed a co-localization of Bsm of the BM to laminin-expressing stromal cells. This is in striking homology to IgG-secreting memory plasma cells, which in the BM, but not in the spleen, require laminin-beta1 for their maintenance^49^.

Resident Bsm of secondary lymphoid organs, e.g., the spleen, are able to participate in secondary immune reactions, inside or outside^50,51^ of germinal centers. However, the raison d’être of resident Bsm of the BM is less clear at first glance. For resident memory T cells of the BM, we have demonstrated their effective reactivation in the BM in immune clusters^52^ consisting of reactivated memory T cells and antigen-presenting cells, including B cells^53^. Whether or not Bsm of the BM are reactivated in a similar way, remains to be shown. Assuming a similar reactivation, this would be an efficient and fast way to secure rapid generation of new (memory) plasma cells and secreted antibodies against blood-borne antigens in situ, to provide enhanced local^38^ and systemic protection. In line with this, cells of clusters I, III, IV, and V express the highest rates of somatic hypermutation, and they express CD80 and PD-L2 which have been associated with high somatic hypermutation and capacity for direct differentiation into plasmablasts^29^. The contribution of BM-resident Bsm to secondary germinal center reactions in secondary lymphoid organs remains to be demonstrated, and it would require their mobilization and emigration from the BM. In steady state, only Bsm of cluster III have the transcriptional potential to do so.

## Methods

### Mice

C57BL/6J/N mice were purchased from Charles River (Sulzfeld, Germany) or Janvier Labs (Le Genest-Saint-Isle, France). Mice expressing GFP under the control of the *Prdm1* promoter (Blimp1-GFP)^54^ were bred at the DRFZ animal facility. C57BL/6 and Blimp1-GFP mice were housed under specific pathogen-free conditions. Experimental treatment and control groups were co-housed. Pet mice were obtained as adult animals at pet shops in Berlin. Feral mice were caught as free-living animals at non-residential farm buildings in Altlandsberg, Brandenburg, Germany. Live traps were set up and controlled by a trained veterinarian. Mice were anesthetized with isofluran prior to sacrifice. All animal experiments were performed according to institutional guidelines and licensed under German animal protection regulations by the Landesamt für Gesundheit und Soziales Berlin and Landesamt für Arbeitsschutz, Verbraucherschutz und Gesundheit Brandenburg.

### Immunizations and cyclophosphamide administration

Mice aged 8–12 weeks were immunized s.c. with 100 μg NP-KLH 10 μg LPS (E. coli, InvivoGen). For boost immunizations 10 μg NP-KLH without adjuvant was used. Alternatively, mice aged 8–12 weeks were immunized three times with 100 μg NP-CGG in IFA i.p. at 21 days interval. For further quantification of Bsm in C57BL/6 laboratory animals, in two experiments mice were infected with 2 × 10^5^ plaque-forming units Armstrong strain of lymphocytic choriomeningitis virus i.p.^35^ or, alternatively, infected intravenously with 10^6^ colony-forming units of attenuated *Salmonella enterica* serovar typhimurium strain SL7207^49^.

Three times NP-CGG/ IFA-immunized (at 21 days interval) mice were i.v. administered for one week with either Cyclophoshamide (CyP, 50 mg/kg) or PBS starting 30 days after the last immunization. Analysis was performed on day 3 after the last CyP injection.

### Cytometry and cell sorting

In order to stain lymphocytes for multicolor flow cytometry, cells were resuspended in PBS with 0.5% BSA and 5 µg per ml Fcγ receptor IIB-blocking antibody (DRFZ, clone 2.4G2) or 10 µl of FcR Blocking Reagent (Miltenyi) per 10^7^ cells at up to 5 × 10^8^ cells per ml. Cell separation by FACS was done at BD FACSAria II. For cytometric analyses Canto II, Fortessa, Symphony (BD) or MACSQuant (Miltenyi) machines were used. Data were analyzed by FlowJo (version 9, TreeStar).

Before staining, B cells were enriched by magnetic separation using anti-mouse CD19 microbeads (Miltenyi). Antibodies against following murine antigens were used: CD5 (53-7.3, BV786, BD OptiBuild Cat No 740842, 1:200), CD11b (M1/70, BV650, BioLegend Cat No 101239, 1:25), CD19 (1D3, PacB DRFZ, and 1D3, BUV395, BD Horizon Cat No 563557, 1:400), CD21/35 (76G, BUV737, BioLegend, Cat No 62810, 1:400, and 7E9, APC-Cy7, BioLegend Cat No 123418, 1:400), CD23 (B3B4, PE-Cy7, BioLegend, Cat No 101614, 1:400), CD29 (HMß1-1, PE, Miltenyi Cat No 130-102-602, 1:25), CD38 (90, PE-cy7, BioLegend Cat No 102718, 1:400), CD49d (R1-2, PE, BioLegend Cat No 103608, 1:200 and REA807, VioBright515, Miltenyi Cat No 130-111-829, 1:200), CD49f (GoH3, PE, eBioscience Cat No 12-0495-82, 1:100), CD93 (REA298, PE, Miltenyi Cat No 130-104-157, 1:50, CD138 (281-2, PE, BD Biosciences Cat No 553714, 1:800), CXCR3 (CXCR3-173, BV605, BioLegend Cat No 126523, 1:23), GL7 (GL7, PE, DRFZ), IgA (C10-3, FITC, BD Biosciences Cat No 559354, 1:100), IgD (11.26c, PE, AF430, DRFZ and REA772, PE, Miltenyi Cat No 130-111-310, 1:100), IgG_1_ (A85-1, FITC, BD Biosciences Cat No 553443, 1:1000, and X-56, VioBlue, Miltenyi Cat No 130-099-089, 1:50), IgG_2a/b_ (R2-40, FITC 1:100, PE, 1:1000, BD Biosciences Cat No 553399 and X-57, VioBlue, Miltenyi Cat No 130-099-083, 1:50), IgG_2b_ (A95-1, FITC, BD Biosciences Cat No 553988, 1:800 and MRG2b-1, FITC, BioLegend Cat No 406706, 1:1000), IgM (M41, AF405, DRFZ and REA979, PE, Miltenyi Cat No 130-116-209, 1:100) and Ki-67 (B56, PE, BD Biosciences Cat No 556027, 1:400). Dead cells were excluded using PI staining or the Zombie Aqua Fixable Viability Kit (BioLegend). Flow cytometric measurements and cell sorting were done according to standards defined in the guidelines to flow cytometry and cell sorting in immunological studies^55^.

### Single cell RNA and single cell BCR repertoire sequencings

Single-cell suspensions from BM of 3× NP-CGG immunized female C57BL/6 mice were prepared and CD19^+^ cells were enriched by magnetic cell sorting using anti-CD19 microbeads (Miltenyi Biotech). Ex vivo IgG1^+^/IgG2b^+^CD19^+^CD38^+^GL7^−^CD138^−^IgM^−^IgD^−^ memory B cells were isolated by FACS (Influx cell sorter (BD Bioscience)) and applied to the 10× Genomics platform using the Single Cell 5′ Library & Gel Bead Kit (10× Genomics) following the manufacturer’s instructions. The amplified cDNA was used for simultaneous 5′ gene expression (GEX) and murine BCR library preparation. BCR transcripts were amplified by Chromium Single Cell V(D)J Enrichment Kit for murine B cells (10× Genomics). Upon adapter ligation and index PCR, the quality of the obtained cDNA library was assessed by Qubit quantification, Bioanalyzer fragment analysis (HS DNA Kit, Agilent) and KAPA library quantification qPCR (Roche). The sequencing was performed on a NextSeq500 device (Illumina) using either a High Output v2 Kit (150 cycles) with the recommended sequencing conditions (read1: 26nt, read2: 98nt, index1: 8 nt, index2: n.a.) or a Mid Output v2 Kit (300 cycles for BCR repertoire analysis (read1: 150 nt, read2: 150 nt, index1: 8 nt, index2: n.a., 20% PhiX spike-in).

### Single cell RNA and B cell receptor repertoire analysis

Raw sequencing data for single cell transcriptome analysis were processed using cellranger-2.1.1. mkfastq and count commands with default parameter settings, the genome reference: refdata-cellranger-mm10-1.2.0 and expected-cells = 3000^56^. Raw sequencing data for single cell immune profiling (B cell receptor sequences (BCR) for IgG heavy and light chain) were processed using cellranger-3.0.2. mkfastq and vdj commands with default parameter settings and the vdj-reference: refdata-cellranger-vdj_GRCm38_alts_ensembl-mouse-2.2.0. Only cells, which appeared in both, the single cell transcriptome as well as immune receptor profiling were further analyzed. The high-confidence contig sequences of the isotype-switched memory B cells were reanalyzed using HighV-QUEST at IMGT web portal for immunoglobulin (IMGT) to retrieve the V-genes, J-genes, and D-genes as nucleotide and amino acid CDR3 sequence^57^. IMGT-gapped-nt-sequences, V-REGION-mutation-and-AA-change-table as well as nt-mutation-statistics were used to determine the corresponding gapped germline FR1, CDR1, FR2, CDR2, FR3 sequences as well as estimated mutation counts in the FR1-FR3 region. The most abundant contig for the heavy and light BCR chain was assigned to the corresponding cell in the single cell transcriptome analysis. Cells with incomplete heavy and light chain annotation were removed from further analysis. In order to simulate random distribution and determine the significance of observed BCR distribution within the transcriptomic clusters of Bsm in the spleen and BM of the individual Bsm, their BCR were randomly reshuffled 1000 times. For the mutation rates, the sum of the estimated mutation counts in the light and heavy BCR chain in FR1-FR3 regions was normalized by the length of the corresponding FR1-FR3 sequences. The overlap of the BCR-repertoire was computed using the V and J-gene configuration and the nucleotide sequence of the CDR3-Region for assessing similarity of the BCR and the minimal fraction of common BCR in one of the compared clusters. The analysis was repeated for 1000 random annotations of the BCRs. Overlap was defined as significantly higher or lower than expected if occurred in less than 5 or more than 95% of randomizations. Clustering was performed using Ward2 and the Manhattan distance. For the BCR trajectory analysis, clonal families were clustered by the identical isotype annotation, VDJ-gene usage, gapped germline FR1-FR3 sequence and nucleotide CDR3 sequence length of the heavy and light chain. For each clonal family a lineage tree was computed using GLaMST with concatenated FR1-FR3 sequences of the heavy and light chain and the germline sequence as root as input^58^. An accumulation of mutations was assumed between a FR1–FR3 sequences and the first “ancestor” sequence found in the sample. For each cluster, the proportion of ancestor sequences (member of a clonal family with descendants with higher mutations rates) was computed. A proportion was defined as significant if it occurred in less than 50 of 1000 randomizations (*P* < 0.05). For graphical projections of trajectories, clusters were connected if a descendant-ancestor sequence relationship was found between these clusters. Significant connections between two clusters were assumed if they occured in less than 10 of the 1000 randomizations. The single cell transcriptome data was further analyzed using R 3.5.0., and Seurat R package 2.3.4. In particular, gene expression levels were normalized and the detection of variable genes, tSNE^59^ as well as clustering by shared nearest neighbor modularity optimization was performed by using 5 out of 30 principle components for tSNE and a modularity of 0.6 for clustering. In addition, UMAP was performed in default parameter setting using 30 principle components. The ROC for each variable gene was computed for each cluster against the remaining cells. The ROC-values above 0.7 were clustered using Ward2 linkage, Euclidian distance. Hill numbers as well as alpha diversity measures were computed using own scripts. For sample coverage (sample completeness, SC) the iNEXT R package was used in default parameter settings using abundances of the clonotypes^60,61^. Single cell transcriptome data as well as immune profiling data data discussed in this publication are available at gene expression omnibus (GEO) under accession number GSE140133.

### Ig sequencing and repertoire analysis

Cells from BM (tibiae, femurae and pelvic bones) and spleen of three times NP-CGG immunized-mice were isolated and Bsm were magnetically enriched using the Memory B cell Isolation Kit (130-095-838 Miltenyi). Bsm were further enriched by FACSorting of CD19^+^CD38^+^CD138^−^CD11c^−^GL7^−^IgM^−^IgD^−^ small lymphocytes. Sorted cells of Mouse 1 and 2 were split into two equal aliquots (samples A, B) for BM and spleen samples as cellular (biological) replicates^62^. Sorted cells of Mouse 3 were split into four samples (A, B, C, D). Biological replicates were processed independently from this point on. Cell samples were lysed in RNA lysis buffer (R1060-1-50, Zymo Research) and stored at −80 °C. Total RNA was extracted from samples using the ZR RNA Miniprep Kit (Zymo Research) according to the manufacturer’s protocol (Catalog nos. R1064 & R1065). Isolated RNA was split and library preparation was performed in technical duplicates.

First-strand cDNA was synthesized with SMARTScribe Reverse Transcriptase (Clontech) using total RNA, a cDNA synthesis primer mix (mIgG12ab_r1(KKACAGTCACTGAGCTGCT), mIgG3_r (GTACAGTCACCAAGCTGCT), mIgA_r (CCAGGTCACATTCATCGTG) by Metabion international AG) and a 5′—template-switch adapter with unique molecular identifiers (UMI) (SmartNNNa (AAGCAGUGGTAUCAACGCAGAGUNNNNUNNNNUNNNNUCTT(rG)4)) according to the protocol “high-quality full length immunoglobulin profiling with unique molecular barcoding” by the Chudakov lab^63^. cDNA was purified with MinElute PCR purification Kit (Qiagen) and eluted in 10 µl 70 °C nuclease-free H_2_O (Qiagen).

The first PCR was performed according to the protocol of the Chudakov lab^63^ using a Step-out primer M1SS (AAGCAGTGGTATCAACGCA) (annealing on the switch adapter) and a mouse IgH reverse primer mix (mIgG12_r2 (ATTGGGCAGC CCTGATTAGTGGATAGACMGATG), mIgG3_r2 (ATTGGGCAGCCCTGATTAAGGGATAGA CAGATG), mIgA_r2 (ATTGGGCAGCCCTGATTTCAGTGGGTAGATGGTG) binding to the constant region of certain Ig heavy chains). The first PCR was performed with Q5 Hot Start High-Fidelity DNA polymerase (NEB) in a 50 µl reaction volume using 7.5 µl of cDNA product with following PCR parameters: 1 cycle of 95 °C for 1 min 30 s, 20 cycles of 95 °C for 10 s, 60 °C for 20 s, 72 °C for 40 s, 1 cycle of 72 °C for 4 min; storage at 4 °C. PCR 1 products were purified with MinElute PCR purification Kit (Qiagen) and eluted in 25 µl 70 °C nuclease-free H_2_O (Qiagen).

Within the second PCR amplification^63^ a M1S primer ((N)4–6(XXXXX)CAGTGGTATCAACGCAGAG) (annealing on M1SS) and a step-out primer Z ((N)4-6(XXXXX)ATTGGGCAGCCCTGATT), both with sample barcodes, were used. PCR 2 was performed with Q5 Hot Start High-Fidelity DNA polymerase (NEB) in a 50 µl reaction volume using 2 µl of PCR 1 product with following PCR parameters: 1 cycle of 95 °C for 1 min 30 s; 14–15 cycles of 95 °C for 10 s, 60 °C for 20 s, 72 °C for 40 s; 1 cycle of 72 °C for 4 min; storage at 4 °C. PCR 2 products were purified with MinElute PCR purification Kit (Qiagen) and eluted in 25 µl 70 °C nuclease-free H_2_O (Qiagen). The products were also gel-purified from 2% agarose gels (extraction with MinElute gel extraction Kit (Qiagen); elution in 15 µl 70 °C nuclease-free H_2_O (Qiagen).

Adapter ligation was performed using the TruSeq® DNA PCR-Free library Prep protocol (Illumina). The products were gel-purified from 2% agarose gels instead of bead purification as mentioned in the protocol (extraction with MinElute gel extraction Kit (Qiagen); elution in 10 µl 70 °C nuclease-free H2O (Qiagen)).

The quality of amplified libraries was verified using an Agilent 2100 Bioanalyzer (2100 expert High Sensitivity DNA Assay). According to the fragment size, the libraries were quantified by qPCR using the KAPA library Quantification Kit for Illumina platforms (KAPA Biosystems). Based on the result of the qPCR a final library pool with a concentration of 2 pM was used for sequencing with NextSeq500/550 (Illumina) using the NextSeq® 500/550 Mid Output Kit v2 (150 cycles) for 2 × 150 bp paired-end sequencing with 20% PhiX-library spike-in.

Ig repertoire analysis was performed using MIGEC-1.2.4a^64^ in default parameter settings while adding a demultiplexing step for identification of IgG1/2, IgG_3_ and IgA heavy chains. After the MIGEC pipeline’s “checkout” step isotypes were classified according to the presence of mIgG12_r2, mIgG3_r2 and mIgA_r2 primer sequences: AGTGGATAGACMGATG, AAGGGATAGACAGATG and TCAGTGGGTAGATGGTG, allowing for one mismatch against the primer sequence. Data were then processed independently for each isotype. The MIGEC segments file was adjusted to include only C57BL/6-specific V genes for mapping. MIGEC performs a UMI-guided correction to remove PCR as well as sequencing bias and errors. Each resulting consensus sequence was treated as one clone. Clones with identical V and J gene compositions and CDR3 nucleotide sequences were defined as clonotypes. Solely clonotypes consistently found in both technical replicates of a given sample were considered in downstream analyses. Statistics on the overlap of repertoires between different samples were performed based on the presence of clonotypes. To assess likelihood of the observed presence of clonotypes exclusively in one organ or an overlapping presence in both being the result of differences in clone numbers or rare clones at purely random distribution, clones were randomly distributed 1000 times among the samples. Random distributions of sequences to paired samples were drawn while retaining the initial samples’ numbers of clones. Overlap statistics represent the median overlap and clonotypes exclusive to one sample from the 1000 randomizations. The degree of similarity between samples accounting for the abundance of clonotypes is represented by the cosine similarity^65^. Hill numbers as well as alpha diversity indices were computed using own scripts. For Sample Coverage (Sample Completeness, SC) the iNEXT R package was used in default parameter settings using abundances of pooled biological replicates for all colonotypes as well as colonotypes found (overlapping clones) and not found in the different organ (unique clones)^60,61^. Ig repertoire data discussed in this publication are available at GEO under accession number GSE140133.

### Statistics and data representation

Absolute numbers of mouse B cell subsets per organ were calculated based on their frequency in a sample. For spleen, peripheral and mesenteric lymph nodes and Peyer’s patches, total organs were prepared and the total numbers of B cell populations calculated based on the numbers in a defined volume determined by flow cytometry (MACSQuant, Miltenyi). BM cell numbers were calculated analogously based on cell numbers in a single femur of a mouse, which is estimated to harbor 6.3% of total BM leading to a conversion factor of 7.9 from two femurs to total murine BM^34^.

Further analyses and statistical tests were performed within the R programming environment^66^, with use of the non-base package VennDiagram^67^. Whiskers in Tukey boxplots span 1.5IQR.

### Preparation of histological sections and confocal microscopy

Spleens and femoral bones were fixed in 4% Paraformaldehyde (Electron Microscopy Sciences) for 4 h at 4 °C, equilibrated in 30% sucrose/PBS, then frozen and stored at −80 °C. Six micrometer cryosections were stained for 1 h in 0.1% Tween-20 (Sigma-Aldrich)/10% FCS/PBS after blocking with 10% FCS/PBS for 1 h. The following primary and secondary reagents were used: anti-mouse IgG2b-AlexaFluor546 (RMG2b-1, BioLegend Cat No 406702, 1:100); anti-GFP-AlexaFluor488 (rabbit polyclonal, Life Technologies Cat No A-21311, 1:100; rat monoclonal FM264G, BioLegend Cat No 338008,1:100), anti-fibronectin (rabbit polyclonal, Sigma Aldrich Cat No F3648,1:100), biotinylated anti-mouse Ki67 (Sol-15, eBioscience Cat No 13-5698-82, 1:100), biotinylated anti-mouse VCAM-1 (429, eBioScience Cat No 13-1061-82, 1:100), anti-human/mouse cadherin 17 (rabbit polyclonal, R&D Cat No AF8524, 1:50), anti-mouse laminin (rabbit polyclonal, Sigma Aldrich L9393, 1:100), anti-mouse IgD-AlexaFluor647 (11.26c, DRFZ), anti-mouse Thy1-Alexa Fluor 594 (T24, DRFZ), anti-mouse B220-AlexaFluor594/647 (RA3.6B4, DRFZ), anti-mouse CD11c-AlexaFluor647 (N418, DRFZ), donkey anti-rabbit polyclonal IgG-AlexaFluor488/647 (Thermo Fisher Cat No A-21206,1:600), strepatavidin-AlexaFluor594/647 (Thermo Fisher S323561:1000). For nuclear staining, sections were stained with 1 μg per ml DAPI in PBS. Sections were mounted in Fluorescent Mounting Medium (DAKO). For confocal microscopy, a Zeiss LSM710 with a 20×/0.8 numerical aperture objective lens was used. Images were generated by tile-scans and maximum intensity projection of 3–5 Z-stacks each with 1 μm thickness. Image acquisition was performed using Zen 2010 Version 6.0 and images were analyzed by Zen 2012 Light Edition software (Carl Zeiss MicroImaging). Co-localization of Bsm with cells expressing other markers was performed using sections from three biological replicates. More than 40 cells were inspected per analysis.

### Manual image analysis

Nearest neighbors of Bsm were enumerated based on either direct cell-cell contact or a position within a 10 µm radius of cell boundaries of Bsm using high resolution images acquired by confocal microscopy. Cells of interest were identified by immunofluorescent staining for the marker in question. Cells were counted as neighboring cells if pixels from both cells were in either direct contact or within the 10 µm radius of cell boundaries.

### Modeling random co-localization

To determine the probability of Bsm cells randomly co-localizing to their observed nearest neighbors, we employed modeling of random cell positioning, in a modification of the previously published approach^8^. In brief, images of Bsm were positioned on histological images of BM at random, repeatedly. Frequencies of co-localizing Bsm and stromal cells were then determined and compared to the frequencies of the original histological images.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Next Generation Sequencing data sets generated and analyzed during the current study are available in the GEO repository under accession number GSE140133. All other data that support the findings of this study are available on request from the corresponding author [M.F.M.].

## Source data

Source Data

## References

[1] Park CO, Kupper TS (2015). The emerging role of resident memory T cells in protective immunity and inflammatory disease. Nat. Med..

[2] Manz RA, Thiel A, Radbruch A (1997). Lifetime of plasma cells in the bone marrow. Nature.

[3] Chang HD, Tokoyoda K, Radbruch A (2018). Immunological memories of the bone marrow. Immunol. Rev..

[4] Giesecke C (2014). Tissue distribution and dependence of responsiveness of human antigen-specific memory B cells. J. Immunol..

[5] Mamani-Matsuda M (2008). The human spleen is a major reservoir for long-lived vaccinia virus-specific memory B cells. Blood.

[6] Martinez-Gamboa L (2009). Role of the spleen in peripheral memory B-cell homeostasis in patients with autoimmune thrombocytopenia purpura. Clin. Immunol..

[7] Abolins S (2017). The comparative immunology of wild and laboratory mice, *Mus musculus domesticus*. Nat. Commun..

[8] Zehentmeier S (2014). Static and dynamic components synergize to form a stable survival niche for bone marrow plasma cells. Eur. J. Immunol..

[9] Lisignoli G (1996). In vitro cultured stromal cells from human tonsils display a distinct phenotype and induce B cell adhesion and proliferation. Eur. J. Immunol..

[10] Becht, E. et al. Dimensionality reduction for visualizing single-cell data using UMAP. *Nat. Biotechnol.***37**, 38 (2018).10.1038/nbt.431430531897

[11] Sharma, P., Alsharif, S., Fallatah, A. & Chung, B. M. Intermediate filaments as effectors of cancer development and metastasis: a focus on keratins, vimentin, and nestin. *Cells***8**, 497 (2019).10.3390/cells8050497PMC656275131126068

[12] Charfi C, Levros LC, Edouard E, Rassart E (2013). Characterization and identification of PARM-1 as a new potential oncogene. Mol. Cancer.

[13] Allman D, Pillai S (2008). Peripheral B cell subsets. Curr. Opin. Immunol..

[14] Chung JB, Sater RA, Fields ML, Erikson J, Monroe JG (2002). CD23 defines two distinct subsets of immature B cells which differ in their responses to T cell help signals. Int. Immunol..

[15] Medof ME (1987). Cloning and characterization of cDNAs encoding the complete sequence of decay-accelerating factor of human complement. Proc. Natl Acad. Sci. USA.

[16] Katoh M, Katoh M (2004). Human FOX gene family (review). Int. J. Oncol..

[17] Rubtsova K, Rubtsov AV, Cancro MP, Marrack P (2015). Age-associated B cells: a T-bet-dependent effector with roles in protective and pathogenic immunity. J. Immunol..

[18] Donato R (2013). Functions of S100 proteins. Curr. Mol. Med..

[19] Mabbott NA, Gray D (2014). Identification of co-expressed gene signatures in mouse B1, marginal zone and B2 B-cell populations. Immunology.

[20] Lim VY, Zehentmeier S, Fistonich C, Pereira JP (2017). A chemoattractant-guided walk through lymphopoiesis: from hematopoietic stem cells to mature B lymphocytes. Adv. Immunol..

[21] Burgueno-Bucio E, Mier-Aguilar CA, Soldevila G (2019). The multiple faces of CD5. J. Leukoc. Biol..

[22] Weissenberg SY (2019). Identification and characterization of post-activated B cells in systemic autoimmune diseases. Front. Immunol..

[23] Brosseau C, Colas L, Magnan A, Brouard S (2018). CD9 tetraspanin: a new pathway for the regulation of inflammation?. Front. Immunol..

[24] Fabregat A (2018). The reactome pathway knowledgebase. Nucleic Acids Res..

[25] The Gene Ontology, C. (2019). The Gene Ontology Resource: 20 years and still going strong. Nucleic Acids Res..

[26] Mi H, Muruganujan A, Ebert D, Huang X, Thomas PD (2019). PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. Nucleic Acids Res..

[27] Ashburner M (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat. Genet..

[28] Tomayko MM, Steinel NC, Anderson SM, Shlomchik MJ (2010). Cutting edge: hierarchy of maturity of murine memory B cell subsets. J. Immunol..

[29] Zuccarino-Catania GV (2014). CD80 and PD-L2 define functionally distinct memory B cell subsets that are independent of antibody isotype. Nat. Immunol..

[30] Dogan I (2009). Multiple layers of B cell memory with different effector functions. Nat. Immunol..

[31] Krishnamurty AT (2016). Somatically hypermutated plasmodium-specific IgM(+) memory B cells are rapid, plastic, early responders upon malaria rechallenge. Immunity.

[32] Pape KA, Taylor JJ, Maul RW, Gearhart PJ, Jenkins MK (2011). Different B cell populations mediate early and late memory during an endogenous immune response. Science.

[33] Seifert M (2015). Functional capacities of human IgM memory B cells in early inflammatory responses and secondary germinal center reactions. Proc. Natl Acad. Sci. USA.

[34] Tokoyoda K (2009). Professional memory CD4+ T lymphocytes preferentially reside and rest in the bone marrow. Immunity.

[35] Sercan Alp O (2015). Memory CD8(+) T cells colocalize with IL-7(+) stromal cells in bone marrow and rest in terms of proliferation and transcription. Eur. J. Immunol..

[36] Szabo, P. A., Miron, M. & Farber, D. L. Location, location, location: tissue resident memory T cells in mice and humans. *Sci. Immunol.***4**, eaas9673 (2019).10.1126/sciimmunol.aas9673PMC677848230952804

[37] Okhrimenko A (2014). Human memory T cells from the bone marrow are resting and maintain long-lasting systemic memory. Proc. Natl Acad. Sci. USA.

[38] Allie SR (2019). The establishment of resident memory B cells in the lung requires local antigen encounter. Nat. Immunol..

[39] Paramithiotis E, Cooper MD (1997). Memory B lymphocytes migrate to bone marrow in humans. Proc. Natl Acad. Sci. USA.

[40] Allman D (2001). Resolution of three nonproliferative immature splenic B cell subsets reveals multiple selection points during peripheral B cell maturation. J. Immunol..

[41] Nera KP, Kylaniemi MK, Lassila O (2015). Regulation of B cell to plasma cell transition within the follicular B cell response. Scand. J. Immunol..

[42] Wang NS (2012). Divergent transcriptional programming of class-specific B cell memory by T-bet and RORalpha. Nat. Immunol..

[43] Knox JJ, Myles A, Cancro MP (2019). T-bet(+) memory B cells: generation, function, and fate. Immunol. Rev..

[44] Johnson JL, Scholz JL, Marshak-Rothstein A, Cancro MP (2019). Molecular pattern recognition in peripheral B cell tolerance: lessons from age-associated B cells. Curr. Opin. Immunol..

[45] Myles A, Sanz I, Cancro MP (2019). T-bet(+) B cells: a common denominator in protective and autoreactive antibody responses?. Curr. Opin. Immunol..

[46] Hendricks J (2011). Class-switched marginal zone B cells in spleen have relatively low numbers of somatic mutations. Mol. Immunol..

[47] Zhou X, Liao WJ, Liao JM, Liao P, Lu H (2015). Ribosomal proteins: functions beyond the ribosome. J. Mol. Cell Biol..

[48] Funakoshi S (2015). BILL-cadherin/cadherin-17 contributes to the survival of memory B cells. PLoS ONE.

[49] Manne C (2019). Salmonella SiiE prevents an efficient humoral immune memory by interfering with IgG(+) plasma cell persistence in the bone marrow. Proc. Natl Acad. Sci. USA.

[50] Takemori T, Kaji T, Takahashi Y, Shimoda M, Rajewsky K (2014). Generation of memory B cells inside and outside germinal centers. Eur. J. Immunol..

[51] Kaji T (2012). Distinct cellular pathways select germline-encoded and somatically mutated antibodies into immunological memory. J. Exp. Med..

[52] Feuerer M (2003). Bone marrow as a priming site for T-cell responses to blood-borne antigen. Nat. Med..

[53] Siracusa F (2018). Nonfollicular reactivation of bone marrow resident memory CD4 T cells in immune clusters of the bone marrow. Proc. Natl Acad. Sci. USA.

[54] Kallies A (2004). Plasma cell ontogeny defined by quantitative changes in blimp-1 expression. J. Exp. Med..

[55] Cossarizza A (2019). Guidelines for the use of flow cytometry and cell sorting in immunological studies. Eur. J. Immunol..

[56] Addo RK (2019). Single-cell transcriptomes of murine bone marrow stromal cells reveal niche-associated heterogeneity. Eur. J. Immunol..

[57] Alamyar E, Duroux P, Lefranc MP, Giudicelli V (2012). IMGT((R)) tools for the nucleotide analysis of immunoglobulin (IG) and T cell receptor (TR) V-(D)-J repertoires, polymorphisms, and IG mutations: IMGT/V-QUEST and IMGT/HighV-QUEST for NGS. Methods Mol. Biol..

[58] Yang, X. et al. GLaMST: Grow Lineages along minimum spanning tree for B cell receptor sequencing data. Preprint at 10.1101/465476 (2018).10.1186/s12864-020-06936-wPMC748800332900378

[59] van der Maaten L, Hinton G (2008). Visualizing data using t-SNE. J. Mach. Learn. Res..

[60] Chao A, Jost L (2012). Coverage-based rarefaction and extrapolation: standardizing samples by completeness rather than size. Ecology.

[61] Chao A (2014). Rarefaction and extrapolation with Hill numbers: a framework for sampling and estimation in species diversity studies. Ecol. Monogr..

[62] Greiff V (2017). Systems analysis reveals high genetic and antigen-driven predetermination of antibody repertoires throughout B cell development. Cell Rep..

[63] Turchaninova MA (2016). High-quality full-length immunoglobulin profiling with unique molecular barcoding. Nat. Protoc..

[64] Shugay M (2014). Towards error-free profiling of immune repertoires. Nat. Methods.

[65] Meng W (2017). An atlas of B-cell clonal distribution in the human body. Nat. Biotechnol..

[66] Team, R. C. R: a language and environment for statistical computing (The R Foundation, 2018).

[67] Chen, H. VennDiagram: generate high-resolution Venn and Euler plots v1.6.19 (The R Foundation, 2018).

How the deposited data were processed for this re-analysis (not part of the article)

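The re-analysis covers immunoglobulin heavy chain transcripts of isotype-switched memory B cells sorted from the spleen and bone marrow of 3 mice that had received 3 immunizations. The cells of each organ were split into 2 aliquots in mice 1 and 2 and into 4 in mouse 3, and the RNA of each of the 16 aliquots into 2 technical duplicates. This gave 32 libraries, each with a table for IgG1/2, IgG3 and IgA, so that 96 tables were read. By the paper's methods, the authors classed the reads by isotype from the primer in the constant region with 1 mismatch allowed, joined the reads of each UMI to a consensus sequence with MIGEC, and mapped V, D, J and CDR3 against C57BL/6 V genes. Values named count are numbers of consensus sequences per clonotype, 1 per UMI, which the authors did not normalize before deposit (from the methods and from the values, which are whole numbers). Values named freq are fractions, the count divided by the total count of the library, which the authors computed before deposit (from the column header and the values). They sum to between 0.993 and 1 per table, so shares were computed anew from the counts. Each table holds 1 library, and clonotypes of 1 duplicate alone are still in it. All 88 V gene names of the tables are in the mm10 gene annotation, which gave the coordinates.

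A clonotype is a V gene, a J gene and a CDR3 nucleotide sequence. A clonotype counted in an aliquot when both technical duplicates held it, and the UMIs of the duplicates were summed. Aliquots of an organ were united for counts of clonotypes shared by the organs. Tables of IgG1/2 and IgA held 89 to 1226 clonotypes, of which 68.3% to 88.0% had 1 UMI. IgG1/2 totals ran from 299 to 5888 UMIs per library and IgA totals from 187 to 5420, so that a V gene with no UMI in an organ has a Wilson 95% upper limit of up to 0.502% of IgG1/2 UMIs in spleen of mouse 1. In-frame CDR3s made up 91.2% to 98.6% of the clonotypes of a table, and the others were kept.

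The overlap of 2 aliquots is the percentage of their clonotypes found in both, and the cosine similarity was taken on UMI counts of all clonotypes. The mean over pairs of 1 organ minus the mean over pairs of BM and spleen was averaged over the mice and tested by exact permutation of the organ labels of the aliquots within each mouse (one-sided, smallest possible p 0.00317). Diversity is the Hill number of order 1 after rarefying each aliquot to the lowest UMI total of its mouse (200 draws), compared on the log2 scale by the same permutation (two-sided). The randomization redistributed the UMIs of a mouse over its organs 1000 times (one-sided, smallest possible p 0.001). UMIs per V gene were tested with the quasi-likelihood test of edgeR, with library totals as offsets and its default filter on low counts. Within mice the model had 1 mean per mouse and organ over the 16 aliquots, and across mice it took sums per mouse and organ with the mouse as a replicate block (n = 3 mice). Benjamini-Hochberg adjusted p-values under 0.05 count as past the threshold. Differences between mice in the change between organs were tested as interactions in the model within mice, adjusted over the tested V genes of each pair of mice. V gene families, J genes and fixed lists were tested as shares by permutation of organ labels and by sign flips over the 3 mice. Lists were the B-1 cell V genes IGHV11-1, IGHV11-2 and IGHV12-3, and the V genes IGHV1-72 and IGHV7-1 of responses to NP and phosphorylcholine.

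Of the V genes, the text names IGHV1-5, which the paper names, IGHV1-77, which the paper's figure shows as the most abundant, and per isotype and mouse up to 4 genes past the threshold with the largest changes, a mean share of at least 1% in 1 organ and no overlap between the aliquots of the organs. It also names each gene past the threshold across mice and the fixed lists. The paper's values had been seen when this rule was set. A gene outside it is marked as chosen after its values were seen.

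Alternatives were clonotypes of either duplicate, at least 2 UMIs in both duplicates, the CDR3 alone as clonotype, clonal families (same V gene, J gene and CDR3 length, at least 85% nucleotide identity), aliquots thinned to the lowest total of the mouse (20 draws), whole occurrences of clonotypes in the randomization, TMM factors, DESeq2, no filter, clonotypes instead of UMIs per V gene, all UMIs, no replicate block, the aliquot letter as a block, and leaving out each aliquot and each mouse. Chosen after the data were seen were in-frame CDR3s alone, diversity without rarefying, and leaving out clonotypes found in another mouse, either in all mice or in mouse 3 alone. IgG3 tables were left out of the comparisons of organs, as in the paper, and compared only with the IgG1/2 and IgA tables of the same libraries. The scripts were tested on simulated data. Tools were R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.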

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

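The tests of single duplicates in this part, and the values without the clonotypes of other mice, were chosen after the results had been seen, while the measures of sharing, the models and the other alternatives were set before the data were examined.

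Many clonotypes of the spleen of mouse 2 also occurred in the libraries of mouse 3, in a comparison between mice that the paper does not report. The spleen of mouse 2 and the BM of mouse 3 shared 26.7% of their IgG1/2 clonotypes and 14.4% of their IgA clonotypes, while the organs of 1 mouse shared as little as 5.57% and 6.33%. The same CDR3s formed independently in both mice would come up alike in both technical duplicates of mouse 2, yet of the IgG1/2 clonotypes in duplicate 1 alone of its spleen aliquot A 47 of 502 (9.36%, Wilson 95% interval 7.11 to 12.2) occurred in mouse 3, and of those in duplicate 2 alone 396 of 411 (96.4%, 94.1 to 97.8), with 14.7% and 98.9% for IgA, and a mislabelled library is argued against by the abundant clonotypes of duplicate 2, of which duplicate 1 held 30 of 30 for IgG1/2 and 5 of 5 for IgA. Molecules of that 1 library carried over into the libraries of mouse 3 remain a candidate explanation, with a difference between the duplicates of 87.0 percentage points for IgG1/2 and 84.3 for IgA, against at most 25.2 and 15.1 in 62 other comparisons of duplicates per isotype. Carry-over from the same library into the BM of mouse 2 is argued against by differences of -0.0698 and 1.97 percentage points, and a biological difference between the mice was not tested.

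IGHV1-5 held 18.0% of the IgG1/2 UMIs in BM aliquot D of mouse 3, far above the other 3 aliquots (2.83% ± 0.174, SD), and without this aliquot its log2 fold change in mouse 3 was 1.23 instead of 2.45. Among IgA UMIs in spleen of mouse 3, IGHV1-5 held 0.0820% in aliquot H (7 UMIs), below 0.136% to 0.147% in the other 3. IGHV1-53 held 2.05% of the IgA UMIs in spleen aliquot G of mouse 3, above 0.257% to 0.461% in the other 3. Chance sets a sample this far apart in about 1 in 20 groups, and 3 of 48 groups had one.

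Mice differed from each other in how some V genes changed between BM and spleen, by interaction terms in edgeR. The terms take aliquots as replicates, 2 per organ in mice 1 and 2, so that their p-values concern these mice. Clonotypes of mouse 3 found in other mice were left in. Among IgA UMIs in BM of mouse 3, the IGHV1-77 sequence of mouse 2 held 51.3%. For IgG1/2, IGHV1-50 had 59 UMIs in BM and 0 in spleen of mouse 1, 7 and 77 in mouse 2 and 103 and 183 in mouse 3 (adjusted p = 0.0136 for mouse 1 against 2 and 0.0415 for mouse 1 against 3). IGHV1-18 held 0.251% in BM and 5.44% in spleen of mouse 1 and 1.91% and 1.58% in mouse 3 (adjusted p = 0.0429). IGHV1-53 held 10.8% and 3.29% in mouse 1, 0 UMIs and 4.62% in mouse 2 and 5.58% and 5.81% in mouse 3 (adjusted p = 8.6e-05 for mouse 1 against 2 and 0.00040 for mouse 2 against 3). IGHV1-82 held 0 UMIs and 2.13% in mouse 2 and 1.31% and 0.951% in mouse 3 (adjusted p = 0.00632). For IgA, IGHV1-77 held 12.1% and 13.4% in mouse 1, 22.7% and 79.3% in mouse 2 and 68.6% and 84.1% in mouse 3 (adjusted p = 0.00066 for mouse 1 against 2 and 0.00031 for mouse 2 against 3), and IGHV14-2 held 0 UMIs and 1.99% in mouse 2 and 0.195% and 0.0295% in mouse 3 (adjusted p = 0.00847).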

How the results depend on the processing

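Leaving out clonotypes found in more than 1 mouse or those of mouse 3 found in mice 1 and 2, in-frame CDR3s alone and diversity without rarefying were chosen after the results had been seen. Of the comparisons of organs, 114 values kept their direction and their side of the threshold, or stayed near the reported value, under these and the other alternatives, and 40 did not, and for the named V genes, lists and sharing measures 126 and 56. The limits are 2 aliquots per organ in mice 1 and 2, 3 mice, and depth: over all mice BM libraries held fewer UMIs than spleen libraries (medians of 901.5 and 2534.5 for IgG1/2), though not in mouse 1 (478.5 and 406), sample coverage was 82.0% for IgG1/2 and 84.6% for IgA with the clonotypes of either duplicate, and without mouse 3 the permutation p cannot fall below 0.111.

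The share of clonotypes in both organs, the excess overlap and the excess cosine similarity within organs kept their direction under every alternative run, though the excess cosine similarity was 0.118 for IgG1/2 and 0.166 for IgA with clonal families (0.253 and 0.288 as reported), and in mouse 3 by itself 0.0163 and 0.00078. Families joined abundant IGHV1-77 sequences of mouse 3 that differed between its organs in opposite ways, so that its value depends on counting these as 1 clone. Without the clonotypes of mouse 3 found in mice 1 and 2, the excess cosine similarity of mouse 3 was 0.107 for IgG1/2 and 0.00288 for IgA. With occurrences of a clonotype moved as a whole, the observed over the randomized overlap was 1.02 for IgG1/2 (0.737, 1.33 and 1 in mice 1, 2 and 3) and 0.961 for IgA (0.824, 1 and 1.06). This setting moves all UMIs of a clonotype in an aliquot together, whether they are of 1 cell or of many. A clonotype of 1 aliquot cannot fall into both organs in it. The log2 diversity ratio for IgG1/2 changed sign to 0.0393 with clonal families and 0.00141 without clonotypes of more than 1 mouse, and for IgA it was 0.84 with either duplicate (permutation p = 0.128). Counts of V genes past the threshold in edgeR were, across mice and within mice 1, 2 and 3, 1, 4, 2 and 0 for IgG1/2 and 0, 0, 9 and 1 for IgA, with 9, 2 and 4 V genes at an unadjusted p under 0.05 in IgG1/2 of mouse 3, in IgA across mice and in IgA of mouse 1. DESeq2 gave 0, 8, 12 and 4 for IgG1/2 and 1, 2, 15 and 0 for IgA, with 10 higher and 2 lower in BM in IgG1/2 of mouse 2 (0 and 2 as reported, 0 and 6 with TMM factors), and reversed IGHV1-77 in IgG1/2 of mouse 2 (log2 fold change 0.96) and in IgA of mouse 1 (0.28). TMM factors gave 0 across mice and 6 in mouse 2 for IgG1/2, and reversed IGHV1-77 (0.96, IgA of mouse 1) and IGHV1-5 (-0.40, IgA of mouse 3). No filter gave 1, 3 and 0 across mice and in mice 2 and 3 for IgA. Clonotypes instead of UMIs gave 0, 1 and 0 across mice and in mice 1 and 2 for IgG1/2, 0 in mice 2 and 3 for IgA, and 0.66 for IGHV1-77 in IgG1/2 of mouse 2. All UMIs gave 0 across mice and 3 in mouse 3 for IgG1/2, 5 and 15 in mice 2 and 3 for IgA, and 0.19 for IGHV1-77 in IgA of mouse 1. Without the mouse as a replicate block, 0 V genes passed across mice for IgG1/2, and with the aliquot letter as a block 0 passed in IgA of mouse 3. Without clonotypes of more than 1 mouse, 0, 0, 0 and 3 passed for IgG1/2 and 0 in mice 2 and 3 for IgA, and IGHV1-5 was at -1.32 and 0.90 in IgG1/2 of mice 1 and 2 and at -8.08 in IgA of mouse 2, and IGHV1-77 at 0.72 in IgA of mouse 1 and 0.11 in IgA across mice. In IgG1/2 of mouse 1 this left out the clonotype with 181 of the 188 IGHV1-5 UMIs of BM. Without the clonotypes of mouse 3 found in mice 1 and 2, 0, 1 and 4 passed in mice 1, 2 and 3 for IgG1/2 and 2 and 3 in mice 2 and 3 for IgA. The cause was not tested for these changes.

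With 1 aliquot or 1 mouse left out, where a lone aliquot of an organ is assumed to vary like the others, 283 values of the comparisons stayed as reported and 53 did not. The ranges for IgG1/2 and IgA were 6.90 to 18.8 and 7.54 to 21.3 for the percentage of shared clonotypes, 4.27 to 8.23 and 1.18 to 6.42 for the excess overlap, 0.149 to 0.372 and 0.166 to 0.421 for the excess cosine similarity, 0.111 to 0.261 and 0.137 to 0.337 for the observed over the randomized overlap, and -0.38 to 0.36 and 0.61 to 1.31 for the diversity ratio. Counts of V genes ran from 0 to 1, 0 to 6, 2 to 9 and 0 to 2 for IgG1/2 (across mice, mice 1, 2 and 3) and from 0 to 1, 0 to 0, 1 to 9 and 0 to 17 for IgA. IGHV1-77 in IgA of mouse 1 ran from -0.54 to 0.17 and IGHV1-5 in IgA of mouse 2 from -3.49 to 6.43. Cosine similarity and diversity of IgA had no value without clonotypes of more than 1 mouse, which left an aliquot empty.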

Differences from the paper's values

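The alternatives named here were set before the data were examined, except where a sentence says otherwise, and the comparison with the asterisks of Fig. 2e was chosen after the results had been seen.

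For the lowest cosine similarity of biological replicates the paper gives 0.65. It does not state whether this value is for a pair, an organ or a mouse. Averaged over the aliquot pairs of both organs, with duplicates summed, the lowest mouse was at 0.657 for IgG1/2 (mouse 2) and 0.563 for IgA (mouse 1). A value per mouse is thus near the paper's for IgG1/2 with mouse 2 included. The lowest mean of an organ was 0.347 for IgG1/2 and 0.264 for IgA here, both in the BM of mouse 2. For IgG1/2 the alternatives without mouse 2 and without either BM aliquot of mouse 2 gave 0.652 and came within 1.5-fold of the paper's value, the limit used here, while clonotypes of either duplicate, at least 2 UMIs in both duplicates, the CDR3 alone, clonal families, thinned aliquots (0.282 to 0.407 over these 5) and each other aliquot or mouse left out (0.347) did not. For IgA no alternative did, with 0.249 to 0.266 over the same 5 and 0.264 to 0.307 with an aliquot or a mouse left out. The 15 means of IgG1/2 that the paper's Source Data give were each met to within 4.5e-07, the value for the BM of mouse 2 among them.

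For the randomized median of IgG1/2 clonotypes in both organs of mouse 2, the paper shows about 140 in Fig. 2b, read by eye, and the value here was 223. At least 2 UMIs in both duplicates (146), clonal families (188) and leaving out either spleen aliquot or either BM aliquot of mouse 2 (143 to 179) came within 1.5-fold of the paper's value. Clonotypes of either duplicate (317), the CDR3 alone (211) and leaving out any other aliquot or mouse (223 to 224) did not. The 18 counts of clonotypes printed in Fig. 2a and Fig. 2c match the values here.

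The paper marks V genes with asterisks in Fig. 2e, in a test over replicate samples, and does not state whether these are libraries or aliquots, while aliquots were the units here. Of 24 marked V genes, 24 changed in the same direction here, 13 had an unadjusted p under 0.05 and 5 passed the adjusted threshold in edgeR, 6 in DESeq2, 6 with TMM factors and 6 with all UMIs. Marked V genes that passed under an alternative only were IGHV4-1 and IGHV14-2 in IgG1/2 of mouse 3 (DESeq2), IGHV1-77 in IgG1/2 of mouse 2 (all UMIs, without BM aliquot B of mouse 2 and without mouse 1) and of mouse 1 (without its BM aliquot A), IGHV1-5 in IgG1/2 of mouse 1 (without its spleen aliquot A), and in IgA of mouse 3 IGHV1-77 (TMM factors and without mouse 1), IGHV4-1, IGHV1-62-2 and IGHV7-3 (all UMIs), IGHV1-54 (without mouse 1 or 2), and again IGHV4-1 (without mouse 1), IGHV1-62-2 (without mouse 2) and IGHV7-3 (without mouse 1 or 2). The paper names IGHV1-5 as found mainly in 1 organ in mice 1 and 3. Its share was higher in BM in both here, with adjusted p-values of 0.101 and 0.123, and in mouse 3 it passed in DESeq2 (0.0149) and with all UMIs (0.0259). Leaving out of mouse 3 its clonotypes found in mice 1 and 2, an alternative chosen after the values were seen, gave 0.00052 in mouse 3, and under it 4 of the 24 marked V genes passed, among them IGHV1-77 in IgG1/2 and IGHV4-1 in IgA of mouse 3, while 3 of the 5 called otherwise did not. For IGHV1-5 this alternative was not run without BM aliquot D of mouse 3, which held 391 of its 617 BM UMIs before the filter.

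The paper describes the clonal diversity of both organs as alike. Its Source Data place the figures for this and for coverage with the single-cell data, while its methods for the bulk libraries also describe Hill numbers and the coverage of pooled biological replicates. Its statements may therefore rest on other samples than the bulk libraries used here, or on these. For IgA the mean diversity was higher in BM in 3 of 3 mice here (log2 ratio 0.96, exact permutation two-sided p = 0.0230), but in mouse 1 spleen aliquot A (39.6) lay above both BM aliquots (22.9 and 31.0), and without its spleen aliquot B (9.86) the ratio was 0.61 (p = 0.12), and for IgG1/2 the log2 ratio was -0.08 (p = 0.731). These permutation p-values concern the aliquots of the 3 mice, not mice in general. The diversity values of mouse 3 include clonotypes that were also found in mouse 2. With clonotypes of either duplicate, the IgA ratio was 0.84 (p = 0.128). The paper puts the coverage of the repertoires near completeness. Here it was 100% by construction with clonotypes of both duplicates, and 82.0% for IgG1/2 and 84.6% for IgA with clonotypes of either duplicate.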

Other observations

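The test of single duplicates was chosen after the results had been seen and is given above, and the tests in this part were chosen before, except for the share of a CDR3 motif and the values without the clonotypes of other mice.

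Memory B cells of the 3 mice used IGHV1-77 with IGHJ4 and the CDR3 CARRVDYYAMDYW, with 3 different nucleotide sequences. Among IgG1/2 UMIs of BM and spleen, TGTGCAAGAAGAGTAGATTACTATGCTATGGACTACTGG held 18.0% and 28.9% in mouse 1 and 0 in mouse 2, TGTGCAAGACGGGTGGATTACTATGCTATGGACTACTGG held 18.5% and 35.4% in mouse 2 and 0 in mouse 1, and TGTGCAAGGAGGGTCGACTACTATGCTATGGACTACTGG held 3.65% and 17.7% in mouse 3 and 0 in mice 1 and 2. Mouse 3 also held the sequence of mouse 2, at 24.4% of BM and 9.51% of spleen UMIs in 16 of 16 libraries, that of mouse 1 in 7 libraries (0.0689% of BM UMIs), and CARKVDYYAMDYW, at 2.42% and 19.0%, which was in 0 libraries of mouse 2. Among IgA UMIs, the sequence of mouse 2 held 22.4% and 79.1% in mouse 2 and 51.3% and 18.8% in mouse 3, and the 1 of mouse 3 alone held 13.8% and 55.6% there. CDR3s of 13 amino acids that end in VDYYAMDYW made up 77.7% to 99.8% of the IGHV1-77 UMIs of an organ over both isotypes.

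IgG1/2 and IgA memory B cells of 1 organ shared few clonotypes, but these were abundant. They were 2.46% to 4.05% of the clonotypes of both isotypes together in the 6 organs of the 3 mice, and held 22.7% to 52.3% of the IgG1/2 UMIs and 15.3% to 89.2% of the IgA UMIs. V genes of B-1 cells held 1 call in IgG1/2 of mouse 2 when adjusted over the list alone (adjusted p = 0.0158, higher in BM), and 0 when adjusted over all V genes in edgeR, where 1 of 2 had an unadjusted p under 0.05.

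Few clonotypes were shared between organs, and for IgG1/2 incomplete sampling of the cells as the whole reason is argued against by aliquots of 1 organ, which on average shared more than aliquots of BM and spleen (exact permutation one-sided p = 0.00317). For IgA the same permutation gave p = 0.0127 but leaves this open, with p = 0.194 and 0.232 without spleen aliquot A or B of mouse 2. In IgA of mouse 2, 1 of the 2 pairs of 1 organ shared 5.56%, less than every pair of BM and spleen (6.43% to 9.92%), and the excess was 0.660 instead of 5.13 percentage points with aliquots thinned to the same number of UMIs. With occurrences of a clonotype moved as a whole the observed overlap was close to the randomized 1 (ratios of 1.02 and 0.961), so that a part played by sampling stays open for both isotypes. For the clonotypes that were shared, sequences carried over between libraries may account for part. The spleen of mouse 2 and the BM of mouse 3 shared 26.7% for IgG1/2 and 14.4% for IgA, more than the lowest values within a mouse. The 8 pairs of an organ of mouse 1 with an organ of another mouse shared 0 to 0.295% for IgG1/2 and 0 to 1.18% for IgA. Between the organs of mouse 1 the values were 8.24% and 6.33%, above these pairs. Yet of the 14 clonotypes in both organs of mouse 1, 3 for IgG1/2 and 7 for IgA occurred in some library of another mouse. A comparison between mice also cannot see carry-over between the organs of 1 mouse. For mouse 1 this reason therefore stays open as well. That cells travel between the organs was not tested.

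The IgG3 tables, which the paper does not report on, resembled the IgG1/2 tables of the same libraries. Of the IgG3 UMIs, a median of 95.1% (87.8% to 97.8%, n = 32 libraries) belonged to clonotypes of the IgG1/2 table, against a median of 32.4% (14.2% to 56.5%) for clonotypes of the IgA table. A candidate explanation is that the same molecules were assigned to both isotypes, since the primers that class the reads differ at few bases. Switching of the same clones to both isotypes was not tested.

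IGHV1-77 was the most abundant V gene of IgG1/2 in both organs of each mouse, and reads of other IGHV1 genes might carry its name. IGHV1-26 held at most 0.149% of the IgG1/2 UMIs of a mouse, and IGHV1-72 and IGHV1-55 held 0 UMIs. UMIs named IGHV1-77 fell into 193 CDR3s for IgG1/2 and 183 for IgA, against 3608 and 2179 for the other IGHV1 genes, which goes against a wide mixing of IGHV1 genes under this name. For single abundant clones, misnaming cannot be told apart from use of IGHV1-77, because the tables hold no V gene sequence.

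The number of V genes past the threshold was compared with that of other splits of the aliquots. For IgA of mouse 3, 1 of 35 splits gave as many as the real one in edgeR, namely the real one itself, which gave 1, and the highest of the others gave 0. This share is under 0.05 and is the smallest that these splits can give. The single call was lost in DESeq2, with the aliquot letter as a block and with clonotypes instead of UMIs. It was also lost when 1 of 13 of the 16 aliquots was left out, so that chance is not excluded. For IgG1/2 of mouse 3 the comparison bears on nothing, since the real split gave 0, so that 35 of 35 gave as many (highest other 0; 9 V genes had an unadjusted p under 0.05 in edgeR, and DESeq2 called 4). Across mice the 10 splits are too few for a share under 0.05: the real split gave 1 and the highest other 0 for IgG1/2, where 1 of 10 gave as many, and 0 and 4 for IgA, where 10 of 10 did because the real split gave 0 (2 V genes had an unadjusted p under 0.05 and DESeq2 called 1).

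The technical duplicates of BM aliquots A and B of mouse 3 shared 72.2% and 58.4% of their IgG1/2 clonotypes and 80.5% and 64.0% of their IgA clonotypes, and without the clonotypes found in other mice 44.1% and 29.5% for IgG1/2 and 70.6% and 47.9% for IgA.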
